# Human amnion epithelial cell therapy reduces hypertension-induced vascular stiffening and cognitive impairment

**DOI:** 10.1038/s41598-024-52214-0

**Published:** 2024-01-22

**Authors:** Quynh Nhu Dinh, Cecilia Lo, David Wong Zhang, Vivian Tran, Tayla Gibson-Hughes, Ashleigh Sheriff, Henry Diep, Hyun Ah Kim, Shenpeng R. Zhang, Liz J. Barreto-Arce, Maria Jelinic, Antony Vinh, Thiruma V. Arumugam, Siow Teng Chan, Rebecca Lim, Grant R. Drummond, Christopher G. Sobey, T. Michael De Silva

**Keywords:** Hypertension, Cerebrovascular disorders, Dementia, Inflammation

## Abstract

Vascular inflammation and fibrosis are hallmarks of hypertension and contribute to the development of cardiovascular disease and cognitive impairment. However, current anti-hypertensive drugs do not treat the underlying tissue damage, such as inflammation-associated fibrosis. Human amnion epithelial cells have several properties amenable for treating vascular pathology. This study tested the effect of amnion epithelial cells on vascular pathology and cognitive impairment during hypertension. Male C57Bl6 mice (8–12 weeks) were administered vehicle (saline; n = 58) or angiotensin II (0.7 mg/kg/d, n = 56) subcutaneously for 14 d. After surgery, a subset of mice were injected with 10^6^ amnion epithelial cells intravenously. Angiotensin II infusion increased systolic blood pressure, aortic pulse wave velocity, accumulation of aortic leukocytes, and aortic mRNA expression of collagen subtypes compared to vehicle-infused mice (n = 9–11, *P* < 0.05). Administration of amnion epithelial cells attenuated these effects of angiotensin II (*P* < 0.05). Angiotensin II-induced cognitive impairment was prevented by amnion epithelial cell therapy (n = 7–9, *P* < 0.05). In the brain, amnion epithelial cells modulated some of the inflammatory genes that angiotensin II promoted differential expression of (n = 6, p-adjusted < 0.05). These findings suggest that amnion epithelial cells could be explored as a potential therapy to inhibit vascular pathology and cognitive impairment during hypertension.

## Introduction

Hypertension affects ~ 30% of the global adult population and is the major risk factor for development of cardiovascular disease^1^. While current anti-hypertensive drugs are effective at lowering blood pressure, they typically do not treat the underlying tissue injury, such as inflammation-associated fibrosis.

Excessive fibrosis can lead to vascular stiffening which occurs with ageing and is amplified by hypertension. Vascular stiffening can also precede hypertension^2^ and is itself a major independent risk factor for cardiovascular disease^3^. Aortic stiffening in particular is known to contribute to severe end organ damage, including in the brain where it is associated with increased incidence of cognitive impairment^4^. Therefore, therapies that target vascular fibrosis could reduce the burden of hypertension and cardiovascular disease as well as cognitive decline.

Cell-based therapies could be advantageous over single pharmacological agents, as cells may be able to release multiple mediators which could more effectively target complex disease mechanisms^5^. Amnion epithelial cells are derived from the amnion layer which forms part of the sac that encloses the developing foetus^6^. Amnion epithelial cells have several advantages over other types of cells being considered for therapy, including low immunogenicity, anti-tumourigenic properties, non-invasive extraction procedures and minimal ethical concerns regarding their collection and use^6^. Furthermore, amnion epithelial cells possess anti-fibrotic, anti-inflammatory, anti-apoptotic and pro-angiogenic properties which may be useful in treating cardiovascular diseases^7–9^.

Thus, we tested whether administration of amnion epithelial cells could limit aortic fibrosis and stiffening during experimental hypertension, and whether such an effect is associated with improved cognition.

## Materials and methods

### Animals

This study was approved by the La Trobe University Animal Ethics Committee (AEC19026 and AEC16-93). All procedures were performed in accordance with the ARRIVE guidelines and the National Health and Medical Research Council of Australia code for the care and use of animals for scientific purposes. Male C57BL/6J (WT) mice (n = 114; 8–12 weeks old) were obtained from an in house breeding colony. Standard rodent chow and drinking water were provided ad libitum. Animals were housed with littermates in individually ventilated cages. Mice were randomly assigned to treatment groups and investigators were blinded to treatment groups where possible. As young female mice are known to have a blunted response to angiotensin II infusion^10^, it is not a reliable model to study a potential therapy for hypertension in the female sex. Thus, we only used male mice in this study.

### Administration of angiotensin II and measurement of blood pressure

Mice were infused with saline or angiotensin II (0.7 mg/kg/d S.C.) for 14 days by osmotic minipump (Alzet model 2002) implanted S.C. in the mid-scapular region^11^. Mice were anaesthetised with isoflurane (2–4% inhaled with oxygen [0.4 L/min]) delivered via a heated nosecone and placed on a heat mat. Depth of anaesthesia was monitored by observing respiration rate and checking for absence of a reflex response to a toe pinch. At the time of surgery, mice were administered bupivacaine (2.5 mg/kg S.C.) at the surgical site and carprofen (5 mg/kg S.C.). Mice then received carprofen (5 mg/kg S.C.) daily for 2 days after surgery.

Systolic blood pressure was monitored in conscious mice via tail cuff plethysmography (MC4000 Multichannel system, Hatteras Instruments). Prior to surgery, mice were trained for 1 day (i.e. on day − 1) to acclimatize to the procedure, and blood pressure was then recorded on days 0 (prior to surgery) and 14 post-surgery.

### Preparation and injection of amnion epithelial cells

Amnion epithelial cells were isolated from term placentae donated by healthy volunteers who underwent elective caesarean section delivery as described previously^7^. Saline (vehicle) or 1 × 10^6^ amnion epithelilal cells were injected into the tail vein after the mice regained consciousness from osmotic minipump implantation. In total, 7 mice died within 5 min after bolus injection of cells due to probable pulmonary embolism.

### Assessment of aortic stiffening

Ultrasound imaging of the abdominal aorta was performed on days 0 and 14 post-surgery using a Vevo 2100 (VisualSonics; FUJIFILM; Canada)^12^. Mice were anaesthetised using isoflurane (2% at 0.4 L/min) and placed on a heated platform. Abdominal fur was removed and ultrasound transmission gel (Aquasonics, USA) was applied to the abdomen. Pulse wave doppler images and EKV retrospective acquired B-Mode images were obtained from longitudinal sections of the abdominal aortas (suprarenal) using a MS-400 ultrasound transducer. Data were exported and pulse wave velocity was analysed using the VevoLab and VevoVasc software (FUJIFILM Visualsonics Inc. Canada) and InD-V loop method.

### Flow cytometric analysis of leukocytes in the aorta

Flow cytometry was performed as previously described in brain tissue but modified for the aorta and blood^13^. Mice were killed by carbon dioxide asphyxiation and perfused via the left ventricle with 0.2% clexane (400 IU, Sanofi Aventis, Australia) in 0.01 M phosphate-buffered saline (PBS). The entire aorta (aortic arch to femoral bifurcation) with perivascular fat was harvested for flow cytometry. Samples were minced with scissors and digested in PBS (with MgCl_2_ and CaCl_2_) containing a mixture of collagenase type XI (125 U/ml), collagenase type I-S (460 U/ml) and hyaluronidase (60 U/ml) (Sigma-Aldrich, USA) for 30 min at 37 °C. Samples were then passed through a 70 μm filter.

Whole blood was collected via the right ventricle into heparinised tubes. Samples were then incubated with 10 mL of red blood cell (RBC) lysis buffer for 5 min at room temperature on a shaker. Samples were washed with PBS and centrifuged at 4 °C for 5 min (1500 RPM). This was repeated to ensure that erythrocytes were removed from the sample. Cell were then resuspended with 500 μL PBS.

Cells were stained with an antibody cocktail of anti-CD45 APC-Cy7 (30-F11, Biolegend, USA), anti-CD11b Pacific Blue (M1-70, eBioscience, USA), anti-Ly6G PE-Cy7 (1A8, Biolegend, USA), anti-Ly6C FITC (HK1.4, Biolegend, USA), anti-CD3ε APC (145-2C11, eBioscience, USA), anti-CD4 Alexa Fluor 700 (GK1.5, eBioscience, USA), anti-F4/80 BV711 (BM8, Biolegend, USA) and anti-CD19 PE-Cy5 (6D5, Biolegend, USA), diluted in PBS containing 0.5% bovine serum albumin. Samples were analysed via flow cytometry using a CytoFLEX LX flow cytometer (Beckman Coulter, USA) and FlowJo Software (version 10.1, Tree Star Inc, USA, gating strategy shown in Supplementary Fig. 1). Cell numbers were expressed as total cells per aorta.

### Gene expression in the aorta

Messenger RNA expression of collagen in the aorta was determined using TaqMan^®^ real-time PCR. The aorta was harvested and snap frozen in liquid nitrogen. Aortae were sonicated in TRIzol™ (Life Technologies, USA), mixed with chloroform, and centrifuged at 824 × *g* for 15 min at 4 °C. The aqueous phase was collected and RNA was extracted using the RNeasy^®^ Micro Kit (Qiagen, USA). RNA was quantified using a NanoDrop One spectrophotometer (Thermo Scientific, USA) and converted to 1^st^ strand cDNA using High Capacity cDNA RT Kit (Applied Biosystems, USA). Commercially available primers (Applied Biosystems, USA) were used to measure mRNA expression of collagen (*Col1a1*, *Col3a1*, *Col4a1*, *Col5a1*), and a house-keeping gene, *Gapdh*, on a CFX96 Touch Real-Time PCR Detection machine (Bio-Rad, USA). Changes in gene expression were assessed using the delta-delta C_T_ method^14^.

### Immunolocalisation of amnion epithelial cells

Amnion epithelial cells were localised in the aorta using immunohistochemistry. Fixed (4% paraformaldehyde), paraffin-embedded thoracic aorta sections (5 μm) were dewaxed, incubated with histolene (2 × 10 min), rinsed with 100% and 70% ethanol and then distilled H_2_O. Antigen retrieval was performed using citrate buffer (pH 6.0), sections were then washed with PBS and endogenous peroxidase was blocked with 1% H_2_O_2_. Endogenous mouse IgG was blocked using goat anti-mouse IgG followed by blocking with 10% donkey serum in phosphate buffered saline. Sections were then incubated overnight at 4 °C with anti HLA-G (1:500; Ab52455; Abcam, UK). The next day, sections were washed and incubated with a horse radish peroxidase-conjugated donkey anti-mouse secondary antibody (1:200) for 45 min at room temperature. Sections were washed with PBS and incubated in DAB brown solution. Following this, sections were washed, counterstained with haemotoxylin and mounted with DPX mounting media. Images were captured with an Olympus DP73 Camera (Olympus Corporation, Tokyo, Japan) connected to an Olympus BX53 microscope (Olympus Corporation, Tokyo, Japan) at 400 × magnification running CellSens Standard Software (version 1.17, Olympus Corporation).

### Picrosirius red staining

For picrosirius red staining, aortae were prepared and sectioned as described above. Five μm sections were incubated with 0.3% Picrosirius red solution (PolysciencesInc.,USA) for 1.5 h at room temperature. Sections were washed with acidified water, rinsed with 100% ethanol and histolene before moutning with DPX mounting media. Sections were imaged using a polarized microscope (Olympus BX53, Japan) and analysed for percentage collagen content by ImageJ. Two aortic sections per mouse were analysed by an investigator blinded to the treatment groups.

### Behavioural testing

We used the open field test to evaluate locomotor activity and anxiety-like behavior^15,16^, and working memory using the novel object recognition test^17^. Mice were acclimatized to the testing apparatus by placing them in the empty box for 10 min per day for 2 days prior to testing. The open field test was performed on day 2 of acclimation. A 30 × 30 cm zone was set up in the middle of the box (inner zone) and a 10 cm wide zone around the edges of the box (outer zone). Time in the inner zone as well as total distance travelled was tracked using Ethovision XT (Noldus Information Technology BV, Wageningen, The Netherlands). On the day of testing, the mouse was placed in the box containing two identical objects and allowed to explore for 10 min. One hour later, the mouse was placed back in the same box for 5 min with one of the familiar objects replaced by a novel object. Interactions with the objects (defined as nose entering a 2 cm zone around the object) were tracked using Ethovision XT. Mice than did not interact with the objects for > 10 s in total were excluded from the analysis.

### Brain RNA sequencing

RNA sequencing was performed as previously described^18^. In brief, brain hemispheres were harvested and snap frozen in liquid nitrogen. Brains were sonicated in TRIzol™ (Life Technologies, USA), mixed with chloroform, and centrifuged at 824 × *g* for 15 min at 4 °C. The aqueous phase was collected and RNA was extracted using the RNeasy^®^ Micro Kit (Qiagen, USA). RNA was quantified using a NanoDrop One spectrophotometer (Thermo Scientific, USA) and then stored at − 80 °C. The RNA samples were sent to NovogeneAIT Genomics (Singapore) for cDNA library preparation and RNA sequencing. mRNA was purified from total RNA using poly-T oligo-attached magnetics. mRNA was converted to cDNA and purified using AMPure XP Beads (Beckman Coulter Life Sciences, USA). cDNA libraries were acquired by PCR amplification. High-throughput sequencing was conducted using the HiSeqTM2500 platform (Illumina, USA). The results were mapped to the Ensembl-released mouse genome sequence and annotation. 

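The gene coordinates in the deposited table are those of GRCm38. Of its 54532 gene identifiers, 54495 are in the GENCODE M21 annotation of that build, and 53585 of these (98.3%) have the same chromosome, start and end there. The paper's text does not name the release of the annotation, the aligner or the counting program. A total of 100 gene names are shared by more than 1 identifier, so genes were matched by identifier. Whether the counting used the strand of the reads is not stated in the paper's text, so the values of overlapping and antisense genes are uncertain.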

Differential expression analysis was conducted using the DESeq R Package V.1.10.1 and *P*-values were adjusted using the Banjamini and Hochberg’s approach for controlling the false discovery rate. Genes were considered differentially expressed if the adjusted *P*-value was less than 0.05. R package heatmap3 and log2Fold-Change output from EdgeR V.3.2.4 were used to create heatmaps for differentially expressed genes.

### Statistical analysis

Results are expressed as mean ± S.E.M. Sample size calculations were performed with G Power Software (version 3.1.5). Normality of the data was checked using a Shapiro–Wilk test and was normally distributed. Statistical analyses between groups were performed using Student’s unpaired t-test, one-sample t-test, or a one- or two-way ANOVA followed by a Tukey’s or Sidak’s post-hoc test, as appropriate. *P* < 0.05 was considered to be significant. RNA sequencing data were analysed using R Studio. GraphPad Prism software (version 9.0, GraphPad Software Inc., USA) was used to perform all other statistical analyses.

## Results

### Amnion epithelial cells infiltrate the aorta in hypertensive mice

To localise amnion epithelial cells in the aorta, we stained sections with human leukocyte antigen G (HLA-G)^19^. As expected, no HLA-G positive staining was observed in angiotensin II-infused mice that received saline injection (Fig. 1A). By contrast, HLA-G positive cells (arrow in higher magnification view) were observed in the adventitia of angiotensin II-infused mice that had received amnion epithelial cells 14 d previously (Fig. 1A). No positive staining was observed in medial or intimal layers of the aorta.

**Figure 1:**
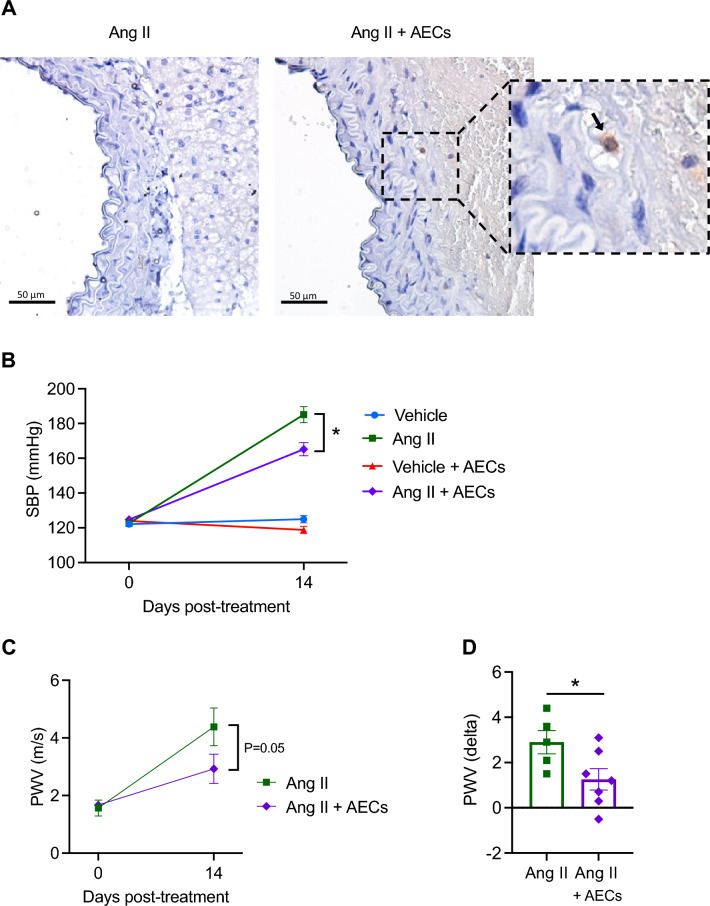
Angiotensin II induced-hypertension and aortic stiffening is reduced by administration of amnion epithelial cells. (**A**) Immunostaining for HLA-G in angiotensin II and angiotensin II + amnion epithelial cell (AEC) treated mice. Nuclei were stained with haemotoxylin. 400X magnification, scale bar = 50 μm. Representative of n = 3. (**B**) Effect of amnion epithelial cells (AECs) on angiotensin II-induced hypertension (n = 8–11). All data are mean ± S.E.M. *P < 0.05. Two-way ANOVA with Tukey’s test. (**C**) Effect of angiotensin II infusion and co-treatment with AECs on pulse wave velocity (n = 6–7). All data are mean ± S.E.M. *P < 0.05. Two-way ANOVA with Sidak’s test. (**D**) Delta change (day 0 and 14) of pulse wave velocity (n = 6–7). All data are mean ± S.E.M. *P < 0.05. Student’s unpaired t-test.

### Amnion epithelial cells reduce systolic blood pressure and aortic pulse wave velocity

Infusion of angiotensin II for two weeks resulted in an elevation in systolic blood pressure of ~ 60 mmHg (Fig. 1B). Administration of amnion epithelial cells blunted the pressor response to angiotensin II by 20 mmHg (Fig. 1B). Treatment with amnion epithelial cells did not affect systolic blood pressure in vehicle-infused mice (Fig. 1B). Aortic pulse wave velocity measured by ultrasound sonography was lower in angiotensin II-infused mice treated with amnion epithelial cells (Fig. 1C,D).

### Amnion epithelial cells reduce infiltration of immune cells into the aorta

Angiotensin II infusion increased the number of total leukocytes (CD45+; Fig. 2A,B), myeloid cells (CD11b+; Fig. 2C), macrophages (F4/80+; Fig. 2D) and Ly6C^low^ monocytes (Ly6C+; Fig. 2F) in the aorta. Numbers of aortic neutrophils (Ly6G+; Fig. 2E), Ly6C^high^ monocytes (Ly6C+; Fig. 2G), T cells (CD3+; Fig. 2H) and B cells (CD19+; Fig. 2I) were not altered by angiotensin II infusion. Administration of amnion epithelial cells prevented the angiotensin II-induced increases in total leukocytes (Fig. 2A-B), myeloid cells (Fig. 2C), macrophages (Fig. 2D) and Ly6C^low^ monocytes (Fig. 2F) in the aorta.

**Figure 2:**
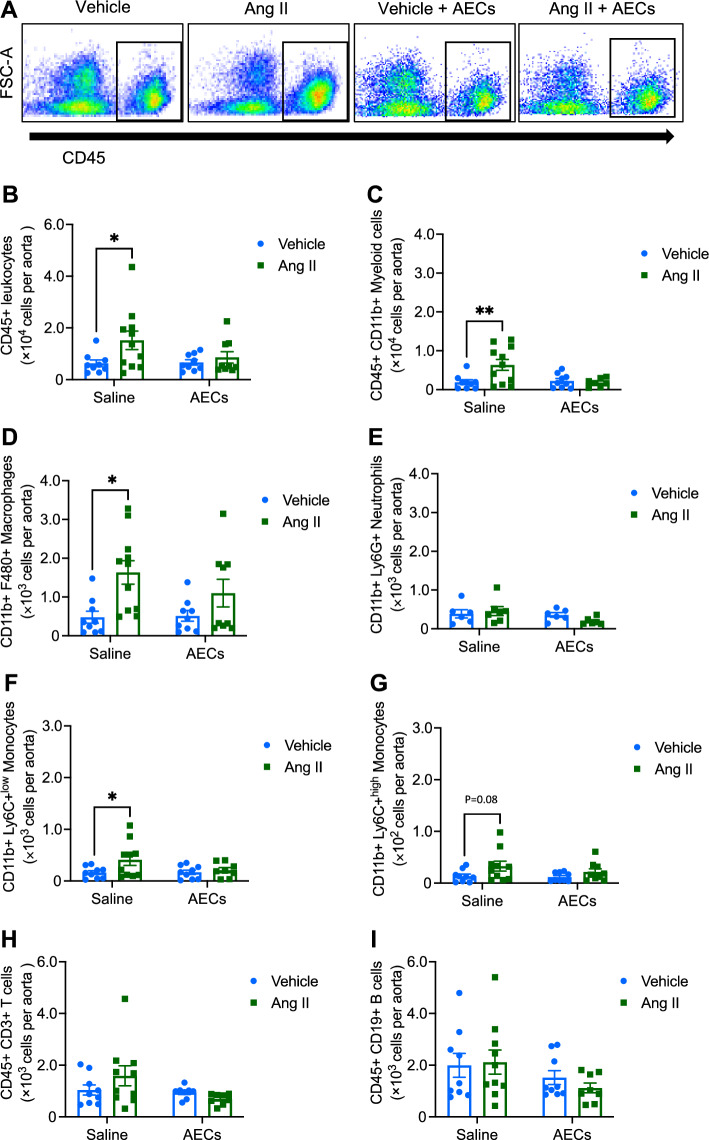
Administration of amnion epithelial cells prevents angiotensin II-induced aortic immune cell infiltration. (**A**) Representative flow cytometry dot plots showing gating strategy for total leukocytes (CD45+ high) from the aorta of mice infused with vehicle, angiotensin II, vehicle + amnion epithelial cells (AECs) and angiotensin II + AECs. The effect of angiotensin II infusion and co-treatment with AECs on (**B**) CD45+ leukocytes, (**C**) CD11b+ myeloid cells, (**D**) F4/80+ macrophages, (**E**) Ly6G+ neutrophils, (**F**) Ly6C+ low monocytes, (**G**) Ly6C+ high monocytes, (**H**) CD3+ T cells and (**I**) CD19+ B cells in the aorta (n = 8–11). All data are mean ± S.E.M. *P < 0.05. Two-way ANOVA with Sidak’s test.

Additionally, we quantified circulating leukocytes. We did not observe any change in CD45+ leukocytes in hypertensive mice treated with amnion epithelial cells (angiotensin II: 1.1 ± 0.4 × 10^6^, vs angiotensin II + amnion epithelial cells: 1.1 ± 0.7 × 10^6^, cells per mL of blood. n = 4–5 per group).

### Amnion epithelial cells reduce aortic expression of collagen genes

Angiotensin II infusion increased mRNA expression of *Col1a1*, *Col3a1* and *Col5a1* (Fig. 3A, B and D) but not *Col4a1* (Fig. 3C). These changes in gene expression were prevented by administration of amnion epithelial cells (Fig. 3A, B and D). Aortic collagen deposition was also assessed using Picrosirius red staining (Supplementary Fig. 2). We did not observe any significant changes in collagen 1, collagen 3 or the collagen 1:collagen 3 ratio.

**Figure 3:**
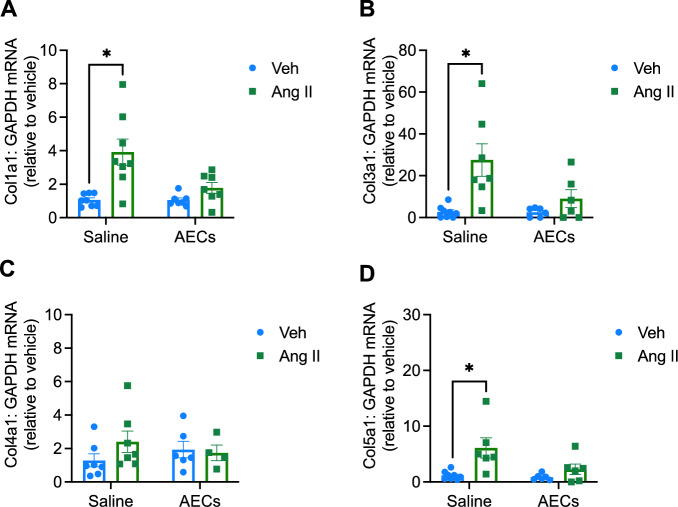
Administration of amnion epithelial cells prevents angiotensin II-induced aortic expression of collagen. The effect of angiotensin infusion and co-treatment with amnion epithelial cells (AECs) on mRNA expression of (**A**) collagen type 1 alpha 1 chain, (**B**) collagen type 3 alpha 1 chain, (**C**) collagen type 4 alpha 1 chain and (**D**) collagen type 5 alpha 1 chain in the aorta (n = 6–8). All data are mean ± S.E.M. *P < 0.05. Two-way ANOVA with Sidak’s test.

### Amnion epithelial cells improve working memory in hypertensive mice

Neither the % time spent in the inner zone (Fig. 4A) or total distance travelled (Fig. 4B) was affected by hypertension or amnion epithelial cell administration. Intact working memory was defined as spending significantly more than 50% of the interaction time exploring the novel object. Representative heat maps for each treatment group with the location of novel and familiar objects are shown in Fig. 4C. Vehicle-infused mice spent more time (~ 60%) interacting with the novel object than the familiar object (Fig. 4D; one sample t-test vs 50%), whereas angiotensin II-infused mice did not discriminate between novel and familiar objects (Fig. 4D). Amnion epithelial cell therapy did not adversely impact the performance of vehicle-infused mice (Fig. 4D). Moreover, administration of amnion epithelial cells in angiotensin II-infused mice resulted in more time spent interacting with the novel object than the familiar object (~ 70%; Fig. 4B).

**Figure 4:**
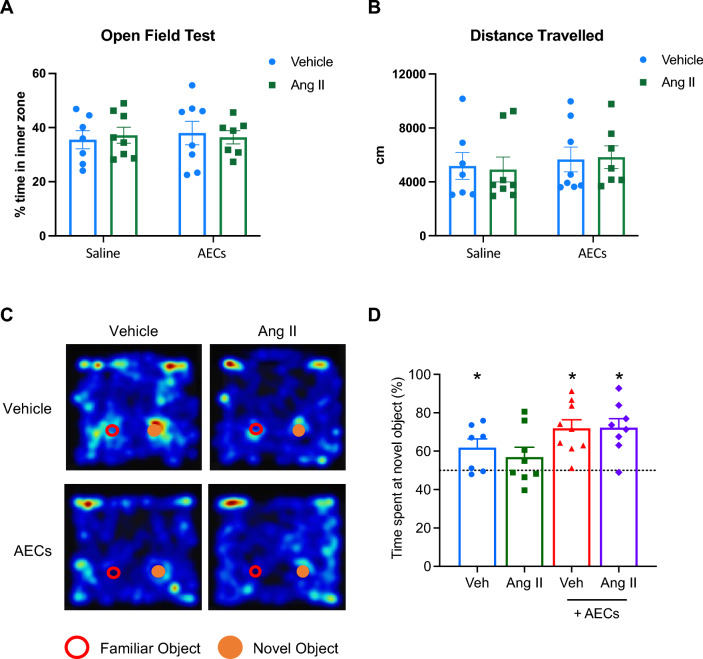
Administration of amnion epithelial cells improves angiotensin II-induced cognitive impairment. (**A**) Percentage of time spent in the inner zone in the open field test. (**B**) Total distance travelled (in cm) in the open field test (**C**) Representative heatmap plots showing interaction between familiar and novel objects in mice infused with vehicle, angiotensin II, vehicle + amnion epithelilal cells (AECs) and angiotensin II + AECs. (**D**) Effect of angiotensin II infusion and co-treatment of AECs on recognition memory (n = 7–9). All data are mean ± S.E.M. *P < 0.05. One-sample t-test versus 50%.

### Amnion epithelial cells modulate expression of genes in the brain

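The brains of 24 mice were sequenced, with 6 mice in each of 4 groups. Mice received saline vehicle or angiotensin II at 0.7 mg/kg/day for 14 days, and the mice given amnion epithelial cells, which are human cells from the amnion of the placenta, received 1000000 of them. The authors deposited the expression of each gene in each mouse as FPKM, the fragments counted on a gene divided by the length of the gene and by the size of the library. Multiplied by gene length, 100% of the FPKM values in every mouse were whole multiples of the value of 1 fragment, so the number of fragments (reads) behind each value could be recovered. The total was 16536449 to 25308700 fragments per mouse. Median totals were 17979816.5 with vehicle, 18625085 with angiotensin II, 18622102 with vehicle + amnion epithelial cells and 18914549 with angiotensin II + amnion epithelial cells. Within each group, no library was a copy of another, since every pair of mice differed by more than the sampling noise (chi-square of 3.19 to 96.1 per gene).
Libraries differed in a way that the groups do not explain. The FPKM values of all genes summed to 277115.9 to 298300.6 in 18 libraries and to 338334.5 to 348596.7 in the other 6, which were vehicle replicates 5 and 6, angiotensin II replicate 5, vehicle + amnion epithelial cell replicate 6, and angiotensin II + amnion epithelial cell replicates 5 and 6. The paper and the sample labels name no such sets of libraries. Mitochondrial genes took 4.79% to 5.75% of the fragments in the 18 libraries and 6.17% to 6.85% in the 6 libraries. The first principal component of the expression values separated these sets and held 28.4% of the variance. Each treatment group has 1 or 2 of the 6 libraries.

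**Figure D1:**
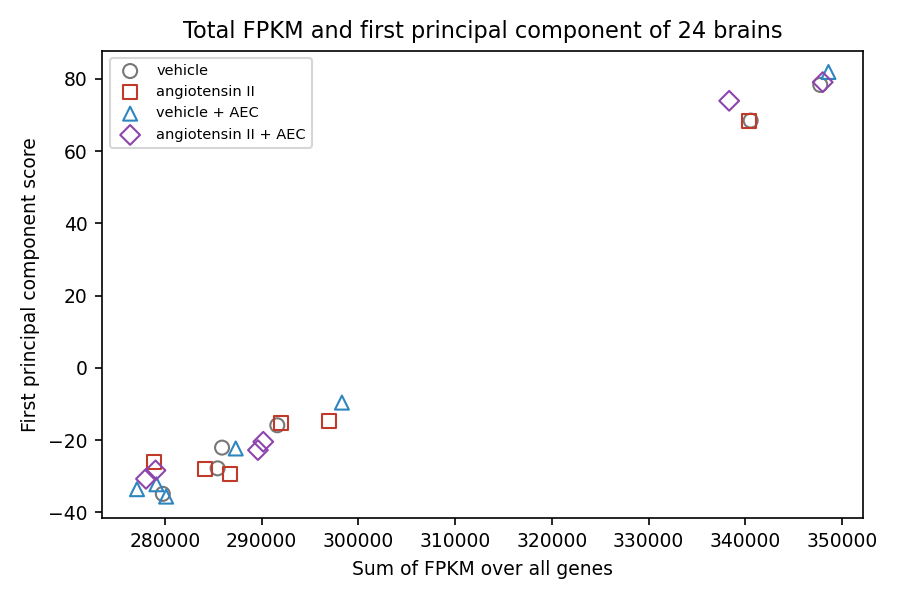
Sum of FPKM over all genes against the score on the first principal component of log2(FPKM + 0.1), with 1 point for each of the 24 mice and the shape and colour for the group. The 6 libraries with sums from 338334.5 lie apart from the 18 libraries with sums up to 298300.6, and each group has mice in both sets.

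Groups were compared with limma on log2(FPKM + 0.1), with all 4 groups in one fit and Benjamini-Hochberg adjustment over the 27286 genes above 0 in at least 6 of the 24 mice. Fold changes are therefore on the log2(FPKM + 0.1) scale, which understates the change of genes whose FPKM is low against 0.1. For short genes with 0 reads in some mice the change can instead exceed the ratio of the means. Trbj2-3, of 49 bases, had means of 1.18 FPKM with vehicle and 4.57 FPKM with angiotensin II but a log2 fold change of 3.27. Fits with the set of libraries as a term, or with the 18 libraries alone, were chosen after seeing the data.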

Bulk RNA sequencing was performed on the brains of mice infused with vehicle, angiotensin II, vehicle + amnion epithelial cells or angiotensin II + amnion epithelial cells. A heatmap showing all differentially expressed genes is shown in Supplementary Fig. 3. When comparing mice infused with angiotensin II alone versus vehicle alone, there were 341 differentially expressed genes (168 upregulated and 173 downregulated) in the brain (Fig. 5A). 

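In the comparison of angiotensin II with vehicle (n = 6 mice per group), 0 of the 27286 genes tested had an adjusted p-value under 0.05 in limma, and 604 (2.21%) had an unadjusted p-value under 0.05, where 5% of the genes tested would be 1364.3. Of the 604 genes, 330 were higher and 274 lower with angiotensin II. The lowest adjusted p-value from limma was 0.994. With the set of libraries as a term in the fit, 944 genes had an unadjusted p-value under 0.05, of which 512 were higher and 432 lower, and 0 had an adjusted p-value under 0.05. Among the alternatives, the number ranged from 93, when only the 13649 genes with a mean FPKM of at least 1 were tested, to 1254 with array weights.

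**Figure D2:**
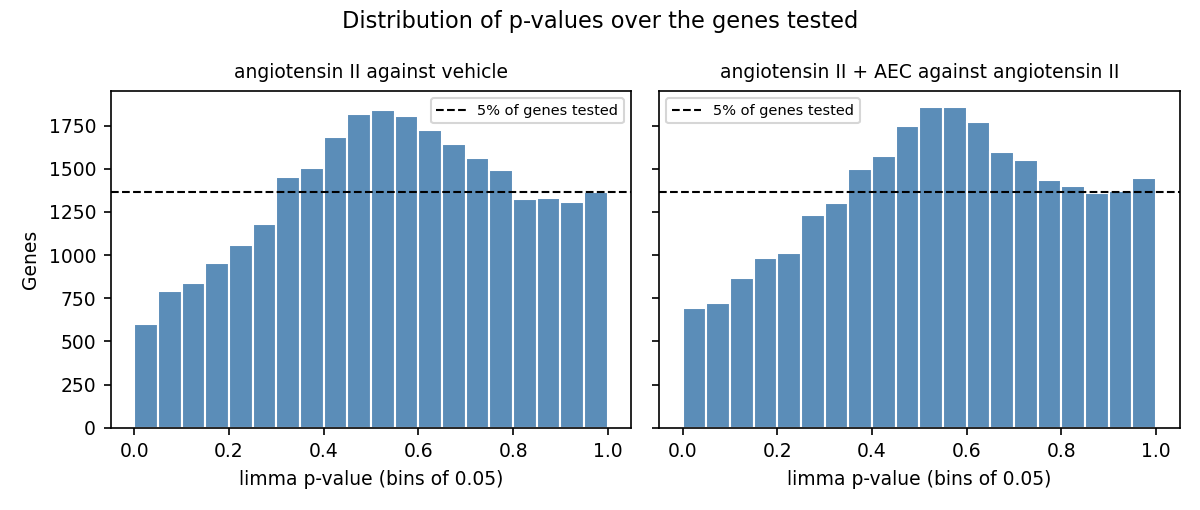
Number of genes in each bin of 0.05 of the unadjusted p-value from limma, for angiotensin II against vehicle (left) and angiotensin II + AEC against angiotensin II (right). The dashed line marks 5% of the genes tested (1364.3), and in both comparisons the bin nearest 0 lies below it.

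The gene with the lowest p-value was Dlx1as, an antisense transcript that overlaps Dlx1 on chromosome 2 of GRCm38 (71516454 to 71537891). Its expression was 0.849 ± 0.197 FPKM (SD, n = 6) with vehicle and 1.46 ± 0.260 FPKM (SD, n = 6) with angiotensin II. The log2 fold change was 0.72 (standard error 0.165). Each mouse infused with angiotensin II lay above each vehicle mouse (exact permutation test, two-sided p = 0.002165, the smallest that 6 mice against 6 allow). The next 4 genes by p-value were expressed at few reads. Gm31243, an antisense transcript on chromosome 3 (135904344 to 136167184), had 0 reads in every vehicle mouse and 0 to 2 reads in the mice infused with angiotensin II, so no fold change is given. Fate1 on chromosome X (71972986 to 71989046) had 0 to 1 reads with vehicle and 2 to 5 with angiotensin II and was at least 1.02-fold higher, counting up to 3 reads as the limit of what can be told from 0. By the same measure, 5730507C01Rik on chromosome 12 (18514510 to 18535254) was at least 1.64-fold higher. Mup5 on chromosome 4 (61831319 to 61835233) belongs to a gene family of near-identical copies among which reads could be split, and it was at least 1.49-fold lower with angiotensin II.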

There were 365 differentially expressed genes (183 upregulated and 182 downregulated) in the brain when comparing mice infused with angiotensin II alone versus angiotensin II + amnion epithelial cells (Fig. 5B).

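Between mice infused with angiotensin II + amnion epithelial cells and mice infused with angiotensin II alone (n = 6 per group), 694 genes (2.54% of those tested) had an unadjusted p-value under 0.05 and 0 had an adjusted p-value under 0.05 in limma. Expression was higher with amnion epithelial cells in 297 of these genes and lower in 397. The lowest adjusted p-value from limma was 1. Within the fit that had the set of libraries as a term, the number was 1063 genes, 453 higher and 610 lower, again with 0 past the adjusted threshold. Tmem273, on chromosome 14 of GRCm38 (32785963 to 32817984), was among the 5 genes with the lowest p-values and rose from 0.325 ± 0.135 FPKM (SD, n = 6) with angiotensin II to 0.632 ± 0.146 FPKM (SD, n = 6) with angiotensin II + amnion epithelial cells, a log2 fold change of 0.82 (standard error 0.196). An exact permutation test of these 6 against 6 mice gave a two-sided p = 0.00649. In each of the other 4 genes, all mice of one of the groups had 3 reads or fewer, so that only a lower bound of the fold can be given. Among them, Anks4b (chromosome 7, 120173858 to 120185586) was at least 2.29-fold lower with amnion epithelial cells, and Gm37580 (chromosome 1, 24100625 to 24103424) at least 1.40-fold lower. Gm9626 (chromosome 13, 67187387 to 67188177) was at least 1.50-fold higher and is a processed pseudogene, whose reads could belong to its parent gene.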

**Figure 5:**
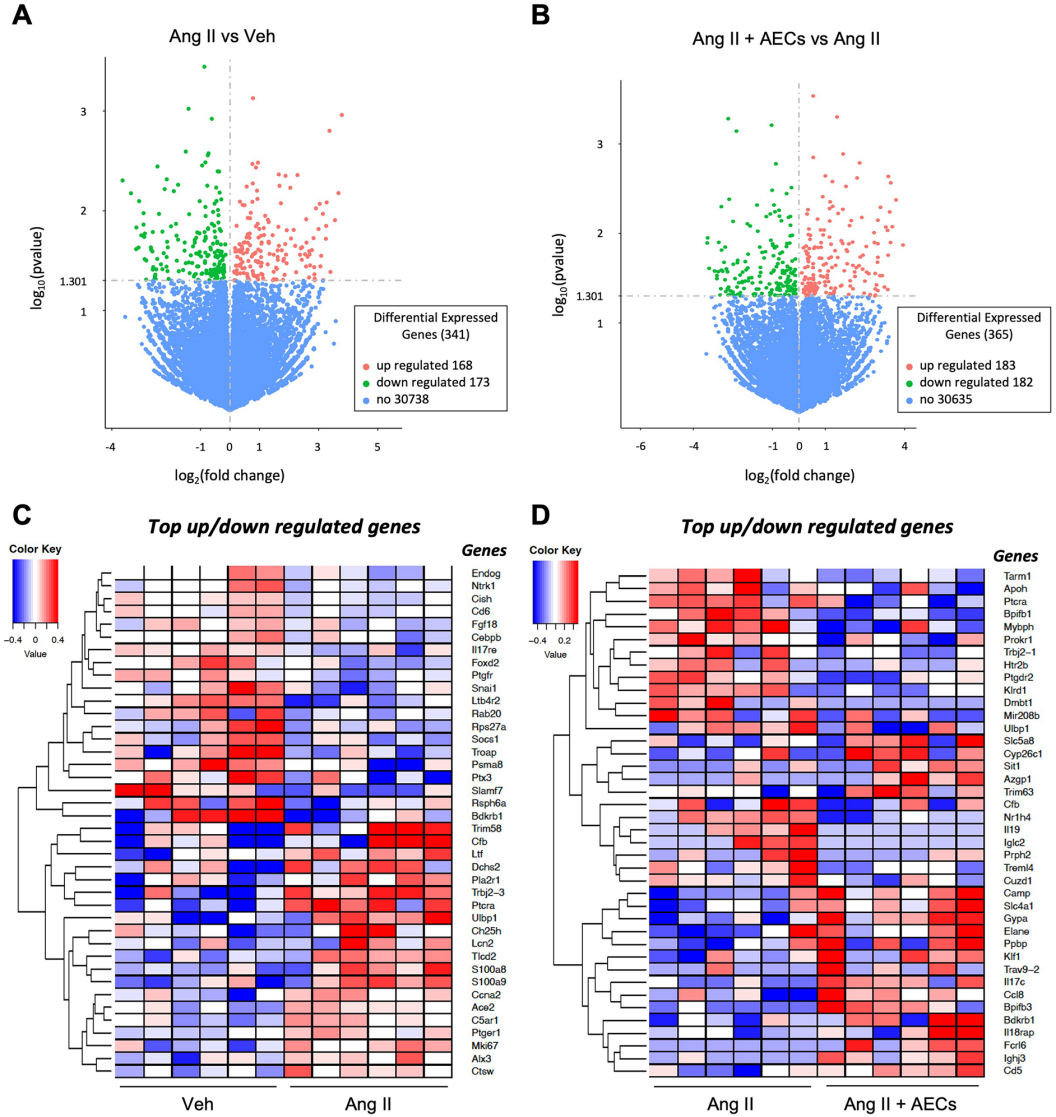
Administration of amnion epithelial cells modulates genes that are differentially expressed in the brain by angiotensin II-infusion. Volcano plot of differentially expressed genes in brains of mice infused with (**A**) vehicle versus angiotensin II or (**B**) angiotensin II versus angiotensin II + AECs. The threshold of differential expression is *p*-value < 0.05. The horizontal axis is the log2 fold change of genes. The vertical axis is statistical significance scaled as − log 10 *p*-value. Each dot represents an individual gene (blue: no significant difference; red: upregulated expression; green: downregulated expression). The top upregulated and downregulated genes in brains of mice infused with (**C**) vehicle versus angiotensin II or (**D**) angiotensin II versus angiotensin II + AECs (n = 6 per group). Upregulated genes in red and downregulated genes in blue. The colour scale represents the log10 (average FPKM + 1) value.

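The extent to which amnion epithelial cells changed the genes that angiotensin II changed was measured over the same 27286 genes. Expression of 144 genes had an unadjusted p-value under 0.05 in both comparisons and changed in opposite directions, of which 101 were higher with angiotensin II and lower with angiotensin II + amnion epithelial cells. Across genes, which are not independent replicates, the log2 fold changes of the comparisons had a correlation of r = -0.544. Both comparisons use the same 6 mice infused with angiotensin II alone, once as the treated group and once as the reference, so opposite changes arise with no effect at all. When the deviations of the mice from their group means were permuted in 100 draws, the correlation had a median of -0.519 (range -0.820 to 0.00853) and the number of genes with opposite changes a median of 163.5 (7 to 5924). The observed values lay within the range of these draws. The draws kept the difference between library sets and did not balance the sets over the groups as the real groups do. Their range is therefore wide, and lying within it is weak evidence. The effect of amnion epithelial cells in mice infused with angiotensin II was also tested against their effect in vehicle mice, as an interaction. The interaction had an unadjusted p-value under 0.05 in 692 genes and an adjusted p-value under 0.05 in 0 genes, with a lowest adjusted p-value of 0.0897 from limma.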

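The values of 10 genes, among them Endog, Cish, Cd6, Cebpb, Il17re, Ltb4r2, Socs1, Ptx3 and Slamf7, were compared between angiotensin II and vehicle. All 10 genes were lower with angiotensin II, by a median log2 fold change of -0.40, and 8 had an unadjusted p-value under 0.05. None of the 10 had an adjusted p-value under 0.05 over all genes tested, and 0 did when adjusted over the list alone. These genes were chosen by the study on these same mice, so the values are not independent evidence. With the set of libraries as a term, the same number (8) had an unadjusted p-value under 0.05, with a median log2 fold change of -0.33. Over the 18 libraries alone, with 4 vehicle mice and 5 mice infused with angiotensin II, 3 did. With single mice left out, the number fell to 2 without vehicle replicate 6, to 3 without angiotensin II replicate 2 or 4, to 4 without vehicle replicate 5 or angiotensin II replicate 1, and to 5 without vehicle replicate 1 or 2.
Cebpb (chromosome 2 of GRCm38, 167688915 to 167690418) fell from 4.18 ± 0.853 FPKM with vehicle to 3.21 ± 0.695 FPKM with angiotensin II (SD, n = 6 each), and the exact permutation test gave a two-sided p = 0.0498. Endog (chromosome 2, 30171493 to 30174069) fell from 12.8 ± 2.57 to 9.48 ± 1.66 FPKM (SD, n = 6 each), with p = 0.0260 from the exact permutation test. The adjusted p-value of both genes in limma was 0.994. Leaving out 1 mouse at a time raised the unadjusted p-value of Cebpb above 0.05 in 2 of 12 fits (without vehicle replicate 6 or angiotensin II replicate 1) and that of Endog in 3 of 12 fits (without vehicle replicate 5 or 6 or angiotensin II replicate 4). Each of these genes overlaps another gene (Tmem189 and Spout1, respectively), with which reads could be shared.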

Further analysis of genes related to inflammation revealed that the genes most downregulated by angiotensin II compared to vehicle included endonuclease G (*Endog*), neurotrophic tyrosine kinase receptor (*Ntrk1*), cytokine inducible SH2 containing protein (*Cish*), CD6 antigen (*Cd6*), CCAAT enhancer binding protein beta (*Cebpb*), interleukin 17 receptor E (*Il17re*), leukotriene B4 receptor 2 (*Ltb4r2*), suppressor of cytokine signalling 1 (*Socs1*), pentrasin 3(*Ptx3*) and SLAM family member 7 (*Slamf7*) (Fig. 5C). 

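Each of 13 genes, among them Cfb, Ltf, Dchs2, Trbj2-3, Ptcra, Ulbp1, Ch25h, Lcn2, S100a8, S100a9, C5ar1 and Ctsw, was higher with angiotensin II than with vehicle. For these 13 genes the median log2 fold change was 0.57, or 0.63 with the 3 genes that had 3 reads or fewer in every vehicle mouse set to the lower bound of their fold. An unadjusted p-value under 0.05 was found in 9 of the 13, an adjusted p-value under 0.05 over all genes tested in 0, and one adjusted over the list alone in 3. As with the genes that fell, the list was chosen on these mice. Of the 13 genes, 8 had an unadjusted p-value under 0.05 with the set of libraries as a term, 4 over the 18 libraries alone and 4 without vehicle replicate 6. Mean expression was under 1 FPKM in 9 of the 13 genes and under 0.1 FPKM in 2.
C5ar1 encodes a receptor of complement C5a (chromosome 7 of GRCm38, 16246743 to 16259540). It had 0.338 ± 0.0970 FPKM (SD, n = 6) in vehicle mice and 0.511 ± 0.0965 FPKM (SD, n = 6) in mice infused with angiotensin II, a log2 fold change of 0.49 (standard error 0.171). The difference had a two-sided p = 0.0152 in the exact permutation test of 6 against 6 mice. Over the 18 libraries alone, C5ar1 had a log2 fold change of 0.33 and was not past the unadjusted threshold. Vehicle + amnion epithelial cell mice, without angiotensin II, had 0.473 ± 0.0915 FPKM of C5ar1 (SD, n = 6), also above vehicle (unadjusted p = 0.0278 in limma). Trbj2-3 (chromosome 6, 41543223 to 41543271) is a joining segment of the T cell receptor of 49 bases, so that a single read is worth much FPKM. It had 0 to 4 reads per mouse with vehicle and 2 to 7 with angiotensin II (exact permutation test, p = 0.00649). The highest p-value among the 13 genes was that of Lcn2 (chromosome 2, 32384633 to 32388252), with 0.729 ± 0.289 FPKM (SD, n = 6) with vehicle and 1.29 ± 0.971 FPKM (SD, n = 6) with angiotensin II. This difference did not stand out from the variation of the mice (exact permutation test, p = 0.193), and 4 of the 6 mice infused with angiotensin II lay above the vehicle mean.

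**Figure D3:**
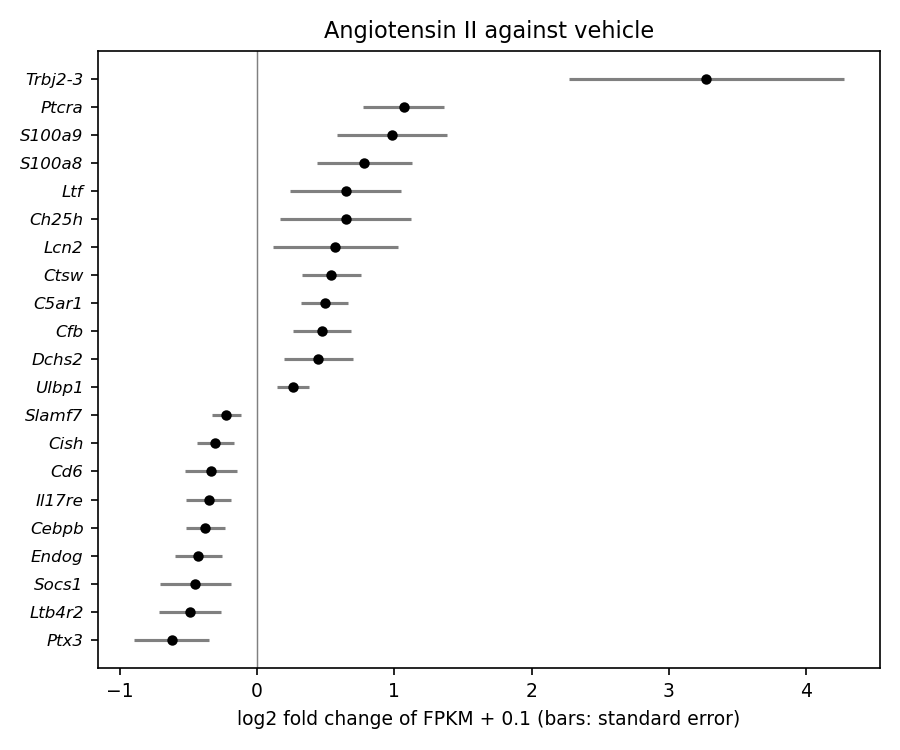
Log2 fold change of FPKM + 0.1 with angiotensin II against vehicle for genes listed as downregulated and upregulated, with bars for the standard error from limma. Values run from -0.62 for Ptx3 to 3.27 for Trbj2-3, a segment of 49 bases whose value exceeds the ratio of its means. Each gene shown lies on the side of 0 that its list states.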

The top upregulated genes following infusion with angiotensin II included complement factor B (*Cfb*), lactotransferrin (*Ltf*), dachsous cadherin-related 2 (*Dchs2*), T cell receptor beta joining 2-3 (*Trbj2-3*), pre T cell antigen receptor alpha (*Ptcra*), UL16 binding protein 1 (*Ulbp1*), cholesterol 25-hydroxylase (*Ch25h*), lipocalin 2 (*Lcn2*), S100 calcium binding protein A8 (*S100a8*), S100 calcium binding protein A9 (*S100a9*), angiotensin-converting enzyme 2 (*Ace2*), complement C5a receptor 1 (*C5ar1*) and cathepsin W (*Ctsw*) (Fig. 5C).

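Tarm1, Apoh, Ptcra, Blk, Bpifb1, Prokr1, Trbj2-1, Ptgdr2, Dmbt1, Ulbp1, Cfb and Treml4 were all lower in mice infused with angiotensin II + amnion epithelial cells than in mice infused with angiotensin II alone. The median log2 fold change of the 12 genes was -0.43, and -0.23 with the 7 genes that had 3 reads or fewer in every mouse infused with angiotensin II + amnion epithelial cells set to the lower bound of their fold. Of the 12 genes, 5 had an unadjusted p-value under 0.05, none an adjusted p-value under 0.05 over all genes tested, and 2 an adjusted p-value under 0.05 when adjusted over the list alone. The study chose this list on the same mice, so the count over the list is not independent evidence. A total of 6 had an unadjusted p-value under 0.05 with the set of libraries as a term, and 3 did over the 18 libraries. In a limma voom fit of the recovered reads the number was 8. All 12 genes had a median of fewer than 10 reads per mouse. Dmbt1 was above 0 in fewer than 6 of the 24 mice and was left out of the genes tested, so its values are from the fit without that filter.
Bpifb1 (chromosome 2 of GRCm38, 154190818 to 154220369) had 0.152 ± 0.174 FPKM (SD, n = 6) with angiotensin II and 0.0232 ± 0.0131 FPKM (SD, n = 6) with angiotensin II + amnion epithelial cells. The exact permutation test gave a two-sided p = 0.00649, with an adjusted p = 1 in limma. Bpifb1 was at least 3.54-fold lower, and angiotensin II replicate 6, with 36 of the 65 reads of its group, weighs most in that bound. Prokr1 (chromosome 6, 87578591 to 87590743) had the highest p-value of the 12 genes. Its 0.0460 ± 0.0292 and 0.0216 ± 0.0220 FPKM (SD, n = 6 each) overlapped (exact permutation test, p = 0.106).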

Compared to angiotensin II + saline treatment, the top downregulated genes in brains from angiotensin II + amnion epithelial cell treated mice include T cell-interacting, activating receptor on myeloid cells 1 (*Tarm1*), apolipoprotein H (*Apoh*), pre T cell antigen receptor alpha (*Ptcra*), B lymphocyte kinase (*Blk*), BPI fold containing family member B member (*Bpifb1*), prokineticin receptor 1 (*prokr1*), T cell receptor beta joining 2-1 (*Trbj2-1*), prostaglandin D2 receptor 2 (*Ptgdr2*), deleted in malignant brain tumours 1 (*Dmbt1*), UL16 binding protein 1 (*Ulbp1*), complement factor B (*Cfb*) and triggering receptor expressed on myeloid cells-like protein (*Treml4*) (Fig. 5D). The top upregulated genes in brains from mice treated with angiotensin II + amnion epithelial cells include alpha-2-glycoprotein 1, zinc-binding (*Azgp1*), cathelicidin antimicrobial peptide (*Camp*), pro-platelet basic protein (*Ppbp*), interleukin 17c (*Il17c*), C-C motif chemokine ligand 8 (*Ccl8*), BPI fold containing family member B member interleukin 18 receptor accessory protein (*Il18rap*), Fc receptor like 6 (*Fcrl6*) and T cell surface glycoprotein CD5 (Cd5) (Fig. 5D).

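All 8 of these genes were higher in mice infused with angiotensin II + amnion epithelial cells than with angiotensin II alone, with a median log2 fold change of 0.73. Leaving out the 2 genes with 3 reads or fewer in every mouse of both groups, and with 3 other genes at the lower bound of their fold, the median was 0.75. Unadjusted p-values were under 0.05 in 5 of the 8 genes, with 6 in the fit that had the set of libraries as a term and 5 over the 18 libraries. No gene of the 8 had an adjusted p-value under 0.05 over all genes tested, and 2 had one when adjusted over the list alone, on a list that the study chose from these mice. The number with an unadjusted p-value under 0.05 fell to 3 when angiotensin II replicate 1, 4 or 6, or angiotensin II + amnion epithelial cell replicate 1 or 4, was left out.
Camp, which encodes an antimicrobial peptide of neutrophils (chromosome 9 of GRCm38, 109847379 to 109849617), rose from 0.546 ± 0.456 FPKM (SD, n = 6) to 1.71 ± 1.03 FPKM (SD, n = 6), a log2 fold change of 1.57 (standard error 0.458). All 6 mice infused with angiotensin II + amnion epithelial cells lay above the mean with angiotensin II alone (exact permutation test, two-sided p = 0.0152; adjusted p = 1 in limma). Ccl8 (chromosome 11, 82115185 to 82116799) rose from 0.137 ± 0.149 to 0.379 ± 0.254 FPKM (SD, n = 6 each), and its exact permutation test gave p = 0.0368. Over the 18 libraries alone, the Ccl8 change was no longer past the unadjusted threshold, nor was it in 3 of the 12 fits that left out angiotensin II replicate 1 or 3 or angiotensin II + amnion epithelial cell replicate 6. Il17c (chromosome 8, 122422020 to 122423639) had 0 to 1 reads with angiotensin II and 0 to 3 with angiotensin II + amnion epithelial cells, too few for a fold change. Azgp1 (chromosome 5, 137981520 to 137990233) had the highest p-value of the 8, with 0.00620 ± 0.0152 and 0.0465 ± 0.0501 FPKM (SD, n = 6 each). The exact permutation test did not tell the groups apart (p = 0.152). Azgp1 passed the unadjusted threshold over the 18 libraries alone, with voom, with array weights and with the replicate number as a block. It had at most 4 reads in any mouse of these groups.

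**Figure D4:**
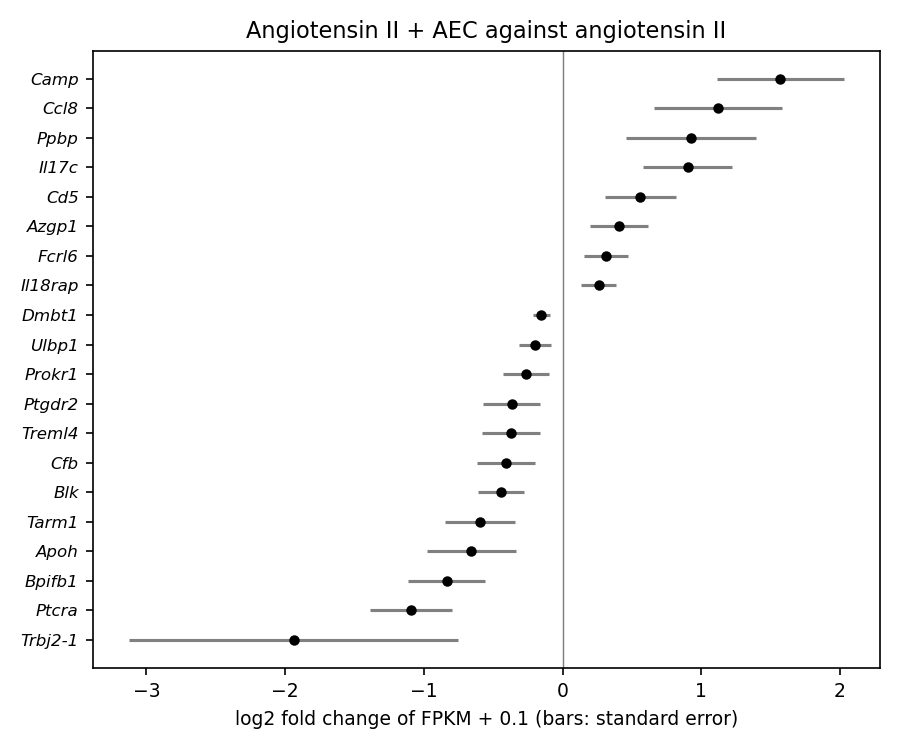
Log2 fold change of FPKM + 0.1 with angiotensin II + AEC against angiotensin II for the 12 genes listed as downregulated and the 8 listed as upregulated, with bars for the standard error from limma. Values run from -1.94 for Trbj2-1, a segment of 50 bases, to 1.57 for Camp, and each gene lies on the side of 0 that its list states.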

## Discussion

The major finding of this study is that amnion epithelial cells can prevent aortic stiffening, inflammation and cognitive impairment induced by hypertension. Specifically, amnion epithelial cells limited the pressor response to angiotensin II, prevented angiotensin II-induced aortic immune cell infiltration and expression of collagen, prevented impairment of working memory and modulated angiotensin II-induced transcriptomic changes in the brain. Our findings are consistent with some of the known anti-inflammatory and anti-fibrotic properties of amnion epithelial cells. Thus, amnion epithelial cells may be a potential therapeutic option for the prevention or treatment of hypertension-induced vascular injury and cognitive impairment.

Amnion epithelial cells blunted the pressor response to angiotensin II by 20 mmHg. Previously, amnion epithelial cells have been found to prevent pulmonary hypertension in experimental lung injury^20^. To our knowledge, this study is the first to examine the effects of amnion epithelial cells in a model of systemic hypertension. The blood pressure lowering effect of amnion epithelial cells could at least partly be due to their immunomodulatory properties. There is now a large body of evidence supporting a role of the immune system in hypertension^21^, with immune cells such as T cells^22^ and macrophages^23^ having been demonstrated to contribute to hypertension. In this study, angiotensin II promoted infiltration of leukocytes (specifically macrophages and inflammatory monocytes) into the aorta, and this could be prevented by co-adminstration of amnion epithelial cells. We have previously shown that amnion epithelial cells home to sites of acute injury (i.e. stroke^7^ or traumatic brain injury^19^). In the present study we identified amnion epithelial cells in the aorta, which we and others have shown to be a site of inflammation and injury during hypertension. As hypertension causes systemic injury, it is also possible that amnion epithelial cells migrate to other tissues. We have also shown that a CCR2 antagonist reduces blood pressure and aortic macrophage numbers in mice infused with angiotensin II^24^. Similarly, depletion of monocytes and macrophages via treatment with clodronate^23^ or low-dose diptheria toxin^25^ attenuated the pressor response to angiotensin II and this was restored by adoptive transfer of monocytes^25^. Furthermore, we have reported these cells to have anti-inflammatory properties in animal models of lung injury^26,27^ and stroke^7^. In this study, amnion epithelial cells reduced macrophage and monocyte infiltration in the aorta. Amnion epithelial cells can inhibit macrophage migration in vitro through production of macrophage migration-inhibitory factor (MIF)^28^. We previously demonstrated that amnion epithelial cells can reduce macrophage infiltration in a mouse model of lung injury, and decrease chemotaxis of macrophages towards recombinant mouse macrophage inflammatory protein 2 in vitro^29^. Hence, it is possible that amnion epithelial cells in this study reduced aortic macrophage infiltration at least in part by inhibiting their migration. Amnion epithelial cells do not appear to affect macrophage proliferation or survival^28,29^. Thus, the anti-hypertensive effect of amnion epithelial cells may, in part, be due to their ability to suppress innate immune cell infiltration into the aorta.

We and others have shown that amnion epithelial cells can reduce fibrosis in mouse models of liver fibrosis^8,30,31^ and hepatic stellate cells co-cultured with amnion epithelial cells have reduced collagen production^8,32^. Vascular stiffening results from structural changes such as excessive fibrosis (including increased collagen) and reduced elastin. Angiotensin II infusion increased both expression of aortic collagen genes and aortic pulse wave velocity in vivo^33^, consistent with the development of aortic stiffening^12^. By contrast, administration of amnion epithelial cells reduced expression of collagen and pulse wave velocity in angiotensin II-infused mice, consistent with anti-fibrotic actions that limited vascular stiffness in hypertension.

Angiotensin II caused cognitive impairment (impaired working memory assessed using the novel object recognition test), but did not impair locomotor activity or anxiety-like behaviour, and this was prevented by amnion epithelial cells. This protection of working memory could have occurred at least in part by reducing vascular stiffening. Vascular stiffening is a predictor of cognitive decline^34^ and increases in aortic pulse wave velocity are associated with impaired memory and executive function^4,35^. Increased pulse wave velocity reflects elevated pulsatile pressure in the brain which can damage the cerebral vasculature^36^ and lead to breakdown of the blood brain barrier (BBB), neuroinflammation, neurodegeneration and cognitive decline^37^. It is also possible that the BBB breakdown that occurs with hypertension^38^ may enable amnion epithelial cells to enter the brain parenchyma and protect against hypertension-induced cognitive impairment. Other anti-fibrotic therapies have also been reported to improve cognition. Interestingly, idiopathic pulmonary fibrosis is associated with aortic stiffening^39^ and cognitive deficits^40^. Furthermore, pirfenidone, an anti-fibrotic and anti-inflammatory drug used to treat idiopathic pulmonary fibrosis, can prevent scopolamine-induced cognitive impairment^41^, improve neurological outcome in a rat model of traumatic brain injury^42^, and inhibit angiotensin II-induced cardiac hypertrophy and fibrosis^43^. A limitation of the novel object recognition test is that it cannot distinguish between degrees of impairment. Thus, we can only conclude that angiotensin II treatment impaired working memory and that amnion epithelial cells prevented this. To determine degrees of impairment, a different cognitive test (e.g. Barnes maze) would need to be performed.

Perivascular macrophages have been shown to contribute to hypertension-induced cognitive impairment^44^. The effect of amnion epithelial cells on perivascular macrophages is not currently known, however, amnion epithelial cells have been reported to reduce microglial activation in the brain in a rat model of stroke^45^. Microglia are the resident macrophages of the brain and microglia activation can contribute to cognitive decline in a mouse model of Parkinson’s disease^46^. Whether amnion epithelial cells modulate the function of perivascular macrophages in hypertension is worthy of future study.

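Of the genes that angiotensin II raised, Ctsw (chromosome 19 of GRCm38, 5465240 to 5468498) had 0.369 ± 0.0927 FPKM with vehicle and 0.584 ± 0.152 FPKM with angiotensin II (SD, n = 6 each). Of the 6 mice infused with angiotensin II, 5 lay above every vehicle mouse (exact permutation test, two-sided p = 0.0108; adjusted p = 0.994 in limma). With amnion epithelial cells, mice infused with angiotensin II had 0.544 ± 0.197 FPKM of Ctsw (SD, n = 6). Vehicle + amnion epithelial cell mice, without angiotensin II, had 0.567 ± 0.180 FPKM (SD, n = 6), also above vehicle (unadjusted p = 0.0343 in limma).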

Infusion of angiotensin II caused upregulation of genes in the brain involved in biological processes such as inflammation and immunity (*Cfb, Dchs2*, *Trbj2-3, Ptcra, Ulbp1, Lcn2, S100a8, S100a9, C5ar1, Ctsw*), lipid metabolism (*Ch25h*) and production of angiotensin 1-7 (*Ace2*). 

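Cish (chromosome 9 of GRCm38, 107296026 to 107302784), whose product restrains cytokine signalling, had 0.976 ± 0.0945 FPKM (SD, n = 6) with vehicle and 0.772 ± 0.0823 FPKM (SD, n = 6) with angiotensin II. The 6 mice infused with angiotensin II lay below the vehicle mean (exact permutation test, two-sided p = 0.00866). For Ptx3 (chromosome 3, 66219910 to 66225805) the values were 0.209 ± 0.0848 and 0.104 ± 0.0696 FPKM (SD, n = 6 each), and the exact permutation test gave p = 0.0368. Socs1 (chromosome 16, 10782240 to 10785536) had the highest p-value of the 10 downregulated genes. Its expression of 0.700 ± 0.257 FPKM with vehicle and 0.472 ± 0.138 FPKM with angiotensin II (SD, n = 6 each) overlapped between the groups (exact permutation test, p = 0.0952). Adjusted p-values in limma were 0.994 for all 3 genes. Genes overlapping Cish (Gm17040 and Gm17041) and Ptx3 (Veph1) could share their reads. Socs1 passed the unadjusted threshold without vehicle replicate 4, at a log2 fold change of -0.60.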

Infusion of angiotensin II caused downregulation of genes in the brain involved in survival of neurons (*Ntrk1*), neuronal repair and regeneration (*Ptx3*) and anti-inflammatory pathways (*Cish, Socs1*). Angiotenisn II is known to have pro-inflammatory^47^ and pro-apoptotic^48^ effects in the brain which can contribute to cognitive decline. Some of the genes that angiotensin II promoted differential expression of, such as *Dchs2*^49^*, Ch25h*^50^*, S100a8*^51^*, S100a9*^52^*, Ntrk1*^53^ and *Ptx3*^54^*,* are associated with the most common form of dementia, Alzheimer’s disease. Thus, we speculate that that these genes may have contributed to the cognitive impairment observed in hypertension. Furthermore, our data show that angiotensin II upregulated expression of pro-inflammatory genes *Cfb, Ptcra* and *Ulbp1* in the brain, and their expression was downregulated by combined administration of angiotensin II and amnion epithelial cells. 

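Among Dchs2, Ch25h, S100a8 and S100a9, the last had the largest log2 fold change with angiotensin II. S100a9 (chromosome 3 of GRCm38, 90692632 to 90695721) rose from 4.26 ± 2.00 FPKM (SD, n = 6) with vehicle to 8.31 ± 2.84 FPKM (SD, n = 6) with angiotensin II, a log2 fold change of 0.98 (standard error 0.401; exact permutation test, two-sided p = 0.0260). S100a8 (chromosome 3, 90668978 to 90670035) rose from 2.57 ± 0.690 to 4.78 ± 2.09 FPKM (SD, n = 6 each; exact permutation test, p = 0.0411). With angiotensin II + amnion epithelial cells both genes were higher than with angiotensin II alone, at 11.4 ± 7.21 FPKM for S100a9 and 7.20 ± 4.33 FPKM for S100a8 (SD, n = 6 each). Dchs2 (chromosome 3, 83127948 to 83357209) had 0.0823 ± 0.0504 FPKM with vehicle and 0.147 ± 0.0603 FPKM with angiotensin II (SD, n = 6 each; exact permutation test, p = 0.0823). Ch25h (chromosome 19, 34473786 to 34475135) had 0.388 ± 0.171 and 0.742 ± 0.525 FPKM (SD, n = 6 each; exact permutation test, p = 0.149). Both of the latter genes overlap another gene (Gm10710 and Gm26902). For both, the exact permutation test did not tell the groups apart, although 4 of the 6 mice infused with angiotensin II had more Dchs2 than every vehicle mouse. The adjusted p-value of all 4 genes in limma was 0.994.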

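The expression of Cfb, Ptcra and Ulbp1 rested on few reads. Summed over the 6 mice of each group, Cfb had 5 reads with vehicle, 26 with angiotensin II, 12 with vehicle + amnion epithelial cells and 8 with angiotensin II + amnion epithelial cells. Ptcra had 10, 36, 15 and 10 reads in the same groups, and Ulbp1 had 10, 28, 19 and 14 reads. No vehicle mouse had more than 3 reads of any of the 3 genes, so the log2 fold changes against vehicle depend on the 0.1 added to FPKM.
Ptcra (chromosome 17 of GRCm38, 46755663 to 46763712) had 0.0635 ± 0.0450 FPKM (SD, n = 6) with vehicle and 0.246 ± 0.0947 FPKM (SD, n = 6) with angiotensin II, which is at least 2.05-fold higher. The log2 fold change was 1.07 (standard error 0.296; exact permutation test over 6 and 6 mice, two-sided p = 0.00866; adjusted p = 0.994 in limma). With angiotensin II + amnion epithelial cells Ptcra was 0.0672 ± 0.0691 FPKM (SD, n = 6), a log2 fold change of -1.09 against angiotensin II alone (standard error 0.296; exact permutation test, p = 0.0130; adjusted p = 1 in limma). Cfb (chromosome 17, 34856374 to 34862518) overlaps the gene Gm20547 on the same strand, so reads could be split between them. Its expression was 0.0158 ± 0.0186 FPKM with vehicle, 0.0722 ± 0.0783 FPKM with angiotensin II and 0.0231 ± 0.0306 FPKM with angiotensin II + amnion epithelial cells (SD, n = 6 each). Cfb was at least 1.32-fold higher with angiotensin II (unadjusted p = 0.0346 in limma), but the exact permutation test did not tell the groups apart (p = 0.104). Angiotensin II replicate 1 held 14 of the 26 reads. Without that mouse the log2 fold change of 0.48 became 0.28. For the fall of Cfb with amnion epithelial cells, a log2 fold change of -0.41, the exact permutation test did not tell the groups apart either (p = 0.186). Ulbp1 (chromosome 10, 7440362 to 7473638) had 0.0125 ± 0.0106 FPKM with vehicle and 0.0356 ± 0.0186 FPKM with angiotensin II (SD, n = 6 each), at least 1.55-fold higher (exact permutation test, p = 0.0260). The Ulbp1 value of 0.0186 ± 0.0208 FPKM (SD, n = 6) with angiotensin II + amnion epithelial cells was not distinguishable from that with angiotensin II alone (exact permutation test, p = 0.160).

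**Figure D5:**
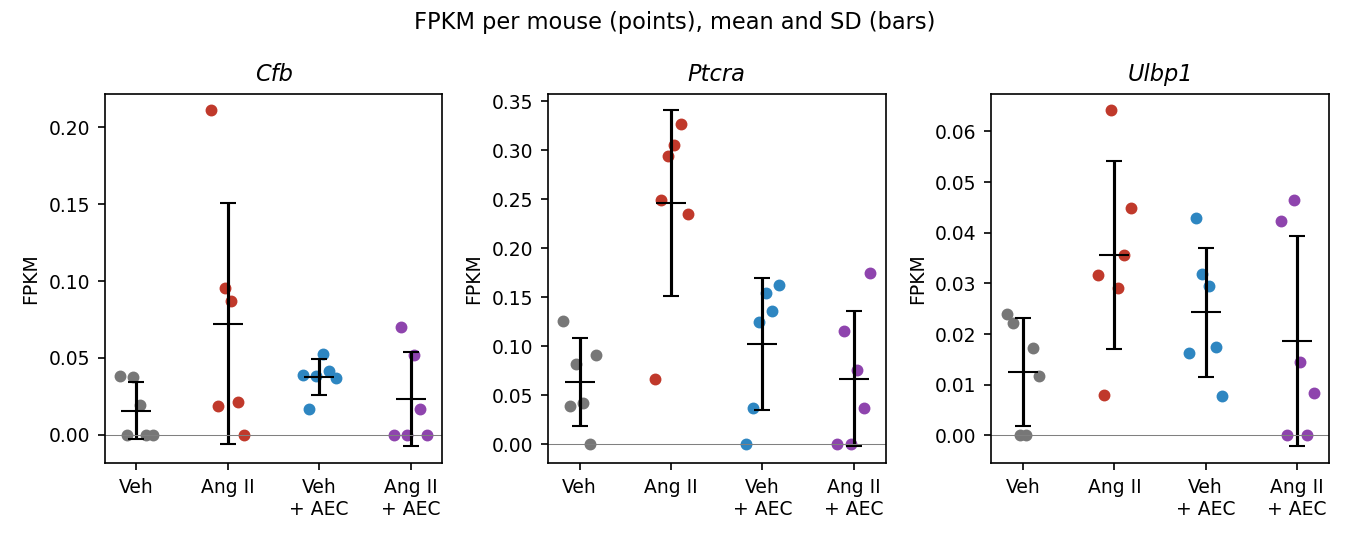
FPKM of Cfb, Ptcra and Ulbp1 in each mouse (points) of the 4 groups, with bars for the mean and the SD (n = 6 mice per group). For Ptcra, 5 of the 6 mice infused with angiotensin II lie above every vehicle mouse, and in each gene the groups with and without amnion epithelial cells overlap.

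As a test of the difference itself, the interaction of angiotensin II and amnion epithelial cells had a log2 value of -1.37 for Ptcra, -0.66 for Cfb and -0.34 for Ulbp1 in limma. The unadjusted p-values of the interaction in limma were 0.00351, 0.0365 and 0.0534, for genes that the paper chose on these same mice. No gene had an adjusted p-value under 0.05 for it. Over the 18 libraries alone, the log2 fold changes against vehicle were 0.90, 0.46 and 0.28, and only that of Ptcra was past the unadjusted threshold. Cfb and Ulbp1 each lost the unadjusted threshold against vehicle in 6 of the 12 fits that left out 1 mouse, and Ptcra in 0 of 12. Ptcra and Ulbp1 overlap other genes too (Gm26904 and Gm46209).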

Complement factor B (*Cfb*) is a component of the alternative complement pathway, the inhibition of which improves cognition in mouse models of stroke^55^ and traumatic brain injury^56^. *Ptcra* forms the alpha chain of the pre-T cell receptor which regulates T cell development^57^. Previously, we have shown that the angiotensin II model of hypertension increases T cell infiltration in the brain^58^ and T cells have been reported to promote cognitive impairment in a mouse model of Alzheimer’s disease^59^ and taupathy^60^. *Ulbp1* is a ligand for the NKG2D receptor found on natural killer cells and depletion of natural killer cells improves cognition in mouse models of ageing^54^ and Alzheimer’s disease^61^. As the alternative complement pathway, T cells and natural killer cells can contribute to the development of cognitive impairment, amnion epithelial cells may have preserved cognition by modulating these inflammatory pathways. Furthermore infusion with angiotensin II + amnion epithelial cells also downregulated other genes involved in apoptosis (*Treml4*), macrophage (*Tarm1*), B cell (*Blk*) and T cell (*Trbj2-1*) immunity which may have also contributed to the protective effects of the amnion epithelial cells on cognition. Thus, differential expression of several genes in the brain during hypertension that are modulated by amnion epithelial cell therapy are likely to have contributed to cognitive function in these studies.

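Treml4, Tarm1, Blk and Trbj2-1 were all lower with angiotensin II + amnion epithelial cells than with angiotensin II alone, and none of the 4 had more than 3 reads in any mouse that received both. Tarm1 (chromosome 7 of GRCm38, 3486500 to 3502624) had 0.120 ± 0.0652 FPKM (SD, n = 6) with angiotensin II and 0.0415 ± 0.0196 FPKM (SD, n = 6) with the cells added, at least 1.59-fold lower. An exact permutation test of the 6 against 6 mice gave a two-sided p = 0.0108. Over the 18 libraries alone Tarm1 had a log2 fold change of -0.44 and was not past the unadjusted threshold. For the other 3 genes the bound was 1.00, so that the reads do not show a fold change beyond the limit of 3 reads. Blk (chromosome 14, 63372836 to 63417037) had 16 reads over the 6 mice with angiotensin II and 3 with the cells added (exact permutation test, p = 0.0628), and over the 18 libraries alone it was not past the unadjusted threshold. Treml4 (chromosome 17, 48264295 to 48275360) had 12 and 3 reads, and Trbj2-1 (chromosome 6, 41542754 to 41542803) also had 12 and 3 (exact permutation test, p = 0.0671 for each). The adjusted p-values in limma were 1. From studies that it cites, the paper reasons that the alternative complement pathway, T cells and natural killer cells can contribute to cognitive impairment. As Cfb, Ptcra and Ulbp1 belong to these pathways, it proposes that amnion epithelial cells may have preserved cognition by modulating them, and that Treml4, Tarm1, Blk and Trbj2-1 may have contributed as well.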

Overall, the present study has demonstrated that amnion epithelial cells can reduce systolic blood pressure, vascular stiffening, inflammation and cognitive impairment in angiotensin II-infused mice. In particular, we suggest that the protective effect of amnion epithelial cells against the development of aortic stiffening may have been an important contributing factor to the preservation of cognition during hypertension.

### Supplementary Information

Supplementary Figures.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The datasets for bulk RNA sequencing discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^62^ and are accessible through GEO Series accession number GSE248059 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248059).

# Supplementary material for: Human amnion epithelial cell therapy reduces hypertension-induced vascular stiffening and cognitive impairment
**Source:** Sci Rep. 2024 Jan 22;14:1837. doi: 10.1038/s41598-024-52214-0
**Supplement:** Supplementary file 1 — Supplementary Figures.

**SUPPLEMENTARY MATERIAL**

**Human Amnion Epithelial Cell Therapy Reduces Hypertension-induced Vascular Stiffening and Cognitive Impairment**

Quynh Nhu Dinh^1^, Cecilia Lo^1^, David Wong Zhang^1^, Vivian Tran^1^, Tayla Gibson-Hughes^1^, Ashleigh Sheriff^1^, Henry Diep^1^, Hyun Ah Kim^1^, Shenpeng R Zhang^1^, Liz J Barreto-Arce^1^, Antony Vinh^1^, Thiruma V Arumugam^1^, Siow Teng Chan^2^, Rebecca Lim^2^, Grant R Drummond^1^, *Christopher G Sobey^1^ & *T. Michael De Silva^1^

T. Michael De Silva, PhD Christopher G Sobey, PhD

La Trobe University La Trobe University

Bundoora, Victoria 3086, Australia Bundoora, Victoria 3086, Australia

**SUPPLEMENTARY FIGURES**

**
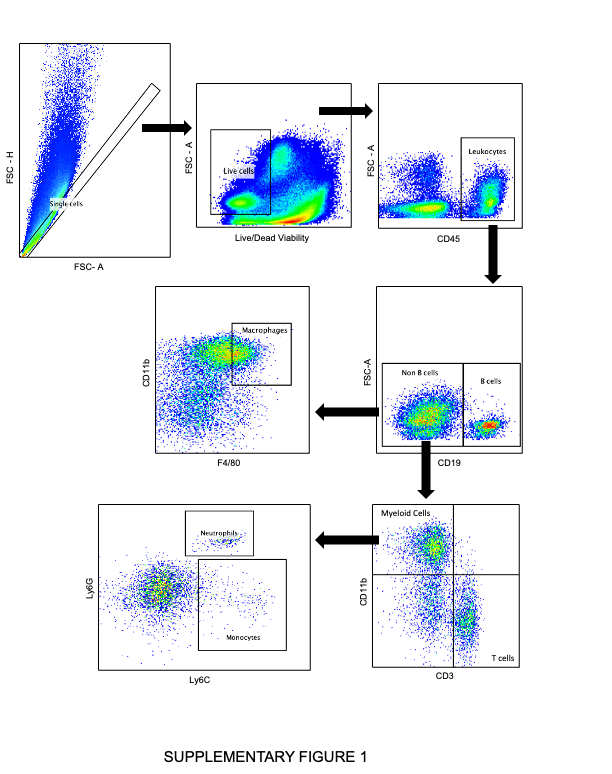
**

**Supplementary Figure 1**

**Gating strategy for flow cytometric analysis.** Single cells were gated by forward scatter (FSC)-height vs FSC-area and dead cells were excluded (live/dead stain). From this, leukocytes were gated as the CD45+ population against FSC-area. Leukocytes were then further gated into B cells (CD45+CD19+) and non B cells (CD45+CD19-). Non B cells were separated into myeloid cells (CD45+CD11b+) and T cells (CD45+CD3+). The myeloid cells were separated as neutrophils (CD45+CD11b+Ly6G+), monocytes (CD45+CD11b+Ly6C+) and macrophages (CD45+CD11b+F4/80+).

**Supplementary Figure 2.** Collagen deposition was assessed by picrosirius red staining and imaged using polarised light. Quantified data showing the percentage area of collagen deposition in the aorta following treatment with angiotensin II ± co-treatment with amnion epithelial cells (AECs). **A:** collagen 1, **B:** collagen 3 and **C:** collagen 1 to collagen 3 ratio in the aorta. Quantification of each collagen 1 and 3 was performed using ImageJ, n=4-7 per group.

**Supplementary Figure 2**

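Across the 24 mice, 36125 of the 54532 genes in the deposited table were above 0 FPKM in at least 1 mouse. The number of genes above 0 was 23263 to 25220 per mouse with vehicle, 23911 to 25363 with angiotensin II, 23635 to 25088 with vehicle + amnion epithelial cells and 22964 to 25264 with angiotensin II + amnion epithelial cells. After the first principal component, which separated the sets of 6 and 18 libraries, the next 3 components held 4.11%, 3.86% and 3.75% of the variance.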

**Heatmap of all genes analysed.** Heatmap of all genes analysed in brain of mice infused with vehicle, angiotensin II, vehicle + amnion epithelilal cells (AECs) and angiotensin II + AECs. Upregulated genes in red and downregulated genes in green.

How the deposited data were processed for this re-analysis (not part of the article)

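Brain RNA of 24 mice was sequenced. The 4 groups of 6 mice received vehicle, angiotensin II, vehicle + amnion epithelial cells, or angiotensin II + amnion epithelial cells, and each mouse was assigned to its group and replicate number from the sample labels, which match the groups of the paper. The authors deposited 1 table of FPKM values, with a column for each mouse, the length they used for each gene, and the gene names and coordinates. According to the paper's methods, the authors mapped the reads to the Ensembl mouse genome and annotation and tested the genes with DESeq. The aligner, the counting program and the use of strand are not named in the paper's text. Gene coordinates are those of GRCm38 as given in the deposited table.

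The authors' FPKM values already include a division by gene length and library size, so the main test was made on log2 values and not on counts. The number of fragments behind each value was recovered from the smallest step of FPKM multiplied by gene length in each mouse. All values came out as whole numbers, and the recovered reads were tested only as an alternative. The recovered totals of 16536449 to 25308700 fragments per mouse set the precision: genes with 3 reads or fewer in every mouse of a group cannot be told from 0 there. For such genes a fold change is given as a lower bound computed against 3 reads, and these limits cover counting error only. The rule for lower bounds was applied after the results had been seen.

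Differential expression was tested in R 4.3.3 with limma 3.58.1 on log2(FPKM + 0.1), with all 4 groups in one fit, eBayes with a trend on mean expression, and Benjamini-Hochberg adjustment. Genes above 0 in at least 6 of the 24 mice were tested. Contrasts were angiotensin II against vehicle, angiotensin II + amnion epithelial cells against angiotensin II, vehicle + amnion epithelial cells against vehicle, and the interaction of angiotensin II and amnion epithelial cells. For single genes, the difference in mean log2(FPKM + 0.1) was also tested with a two-sided exact permutation test of 6 against 6 mice. Counts of genes are given at an adjusted p-value under 0.05, as in the paper's methods, and at an unadjusted p-value under 0.05, as in the legend of Fig. 5. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

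The tests, the groups in each fit, the named genes and most alternatives were set before the data were examined. Every gene that the paper's results text names could be named. Full statistics were kept for Cfb, Ptcra and Ulbp1, for the 3 genes with the lowest p-values and the gene with the highest p-value in each of the paper's 4 lists, and for the 5 genes with the lowest p-values in each of the 2 comparisons of Fig. 5. A listed gene that the filter left out was taken from the fit without the filter. Single results of some genes that this rule includes are not reported here, although the counts include these genes. The alternatives set at the start were a pseudocount of 1 or 0.01, no filter on expression, only genes with a mean FPKM of at least 1, only the compared groups in the fit, the replicate number as a block, FPKM rescaled by each mouse's median ratio to the geometric mean, limma voom on the recovered reads, array weights, and each mouse left out in turn. Fits with the set of 6 libraries of high total FPKM as a term, or with the other 18 libraries alone, were added after seeing the data.

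For cell types and tissues, 8 lists of marker genes (neutrophil, erythroid, pituitary, immediate early, meninges, microglia, choroid plexus and T cell) were compared in each of the 4 contrasts with camera at a preset correlation of 0.01, adjusted over the 32 tests, and with fry. To count how often the same number of genes arises without the groups, 100 splits of the same mice, the real one included, were drawn for each contrast. The comparisons of Fig. 5 share the mice infused with angiotensin II alone, so 100 draws of permuted deviations from the group means were also made.

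The fit was tested on simulated reads with 200 changed genes among 28586 tested. It called 185 of them at an adjusted p-value under 0.05, of which 55 of 67 had changed 1.5-fold, 64 of 67 had changed 2-fold and 66 of 66 had changed 4-fold, and it called 12 unchanged genes. The changed genes were drawn from those with a mean of at least 10 reads, so the test does not cover genes with fewer reads. With a simulated difference between library sets, over 28541 genes, 150 of 200 were called, and 181 with the set as a term. Physiological, behavioural and cell data of the paper were not analysed here.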

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

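Among 97 groups of 6 values examined, 13 held 1 mouse far from the other 5, where 4.85 would be given by chance. The tests of treatment group and depth for the 6 libraries with high total FPKM, both tests of the pituitary transcripts, and the exact test of the erythroid list were chosen only after the result was seen.

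The number of genes above 0 FPKM was low in 1 mouse of 3 groups: 23263 in vehicle replicate 5 (24809 to 25220 in the other vehicle mice), 23911 in angiotensin II replicate 5 (24936 to 25363) and 23635 in vehicle + amnion epithelial cell replicate 6 (24569 to 25088). Vehicle replicate 6 had the most fragments, at 25308700 against 17161039 to 19271377 in the other vehicle mice. In vehicle + amnion epithelial cell replicate 6, the mean of the T cell list was -1.187 on the log2 scale (-1.469 to -1.439 in the others of its group). All 5 of these values come from the 6 libraries with high total FPKM, in which 22964 to 25056 genes were above 0, against 24569 to 25363 in the other 18 libraries. The T cell list also lay higher in each of the 6 libraries than in any of the other 18.

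Expression of 14536 of the 27286 genes differed between the 6 and the 18 libraries at an adjusted p-value under 0.05 in limma. The upper quartile of FPKM was 0.8719 to 0.9225 in the 6 libraries and 1.0014 to 1.0662 in the others. The authors' FPKM divided by 0.994 to 1.01 times the fragments on genes in the 6 libraries and by 1.0274 to 1.0549 times in the others. The tables argue against several explanations. The 6 libraries were spread over the groups (Fisher's exact test, p = 1), which speaks against an effect of angiotensin II or amnion epithelial cells. Their numbers of fragments did not differ from those of the other 18 (permutation test, p = 0.408). Among the 13649 genes with a mean FPKM of at least 1, the set difference fell with gene length (Spearman's rho = -0.521 across genes) and rose with GC content (rho = 0.453). Among the 27251 genes with a GC value, 14522 differed between the sets before and 13000 after the trend over length and GC content was removed from each library. Of these, 9909 differed in the same direction both times, so this bias is not the whole explanation. A difference between library batches cannot be told apart from other causes shared by the 6 libraries. The set difference was alike in separate mice of the vehicle and the angiotensin II + amnion epithelial cell groups (r = 0.889 across genes, which are not independent replicates), but neither the labels nor the paper name a batch.

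The pituitary list had a mean of 3.858 on the log2 scale in angiotensin II replicate 4, against -2.151 to -0.1011 in the other 5 mice of the group. Growth hormone (Gh) was at 1115 FPKM in this mouse and at no more than 26.23 FPKM in any other of the 24 mice, Pomc at 343.1 against at most 5.956, and Prl at 102.4 against at most 1.927. A candidate explanation is pituitary tissue left on 1 brain, since 7 of the 8 genes of the list were highest of all mice in this mouse. The exception was Tshb, at 0.5704 FPKM against 0.5956 in another mouse. None of the other 5 infused mice came near this level, which argues against angiotensin II as its source. Their list mean was not told apart from that of vehicle mice (exact permutation test, p = 0.803), but so few mice cannot exclude a smaller effect. In vehicle replicate 3 the mean of the list was 0.08527, against -1.773 to -1.108 in the other vehicle mice, and no explanation was tested for that value alone. None of the 8 genes is in another list or named by the paper, and 3 of them had a mean of at least 1 FPKM in vehicle mice.

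For 5 genes the distant value rested on few reads. Ptcra was at 0.06635 FPKM in angiotensin II replicate 1, from 2 reads, against 0.2349 to 0.3267 FPKM in the other 5 mice. Prokr1 was at 0.1043 FPKM in angiotensin II replicate 4, from 9 reads, against 0.02551 to 0.04247 FPKM. Il17c had 0 reads in angiotensin II + amnion epithelial cell replicate 1 and 0.1314 to 0.2334 FPKM in the others. Azgp1 had 0.03719 FPKM, a single read, in angiotensin II replicate 5 and 0 in the others. 5730507C01Rik was at 0.03857 FPKM in angiotensin II replicate 4, from 2 reads, against 0.09422 to 0.134 FPKM. No biological explanation was tested for these values, and at these depths the counting error alone is large. The immediate early list had a mean of 2.534 on the log2 scale in angiotensin II + amnion epithelial cell replicate 4, against 3.462 to 3.799 in the other 5 mice. Neither a technical nor a biological explanation was tested for it.

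The effect of amnion epithelial cells differed between mice infused with angiotensin II and vehicle mice for 2 lists, by camera's test of the interaction. For the erythroid list the median log2 interaction was 0.63 (adjusted p = 0.0009435 in limma's camera), and for the meninges list 0.19 (adjusted p = 0.004878). Over the alternatives the adjusted p-value ranged from 0.000437 to 0.195 for the erythroid list and from 0.00266 to 0.820 for the meninges list, the highest in both cases over the 18 libraries alone. Neither held under fry (adjusted p = 0.784 and 0.839), which uses the spread between mice of the genes together. The erythroid list mean was 0.983 ± 0.621 with angiotensin II + amnion epithelial cells and 0.455 ± 0.622 with angiotensin II alone (SD, n = 6 each; exact permutation test, p = 0.167, adjusted p = 0.263 over 4 tests). Its most abundant gene in vehicle mice, Hbb-bs, had 52.7 ± 33.8 FPKM with angiotensin II and 59.2 ± 29.5 FPKM with angiotensin II + amnion epithelial cells (SD, n = 6 each). Of the 9 erythroid genes in the table, 4 had a mean of at least 1 FPKM in vehicle mice and 3 are named by the paper. Of the 10 meninges genes, 8 had such a mean and 0 are named by the paper, and the most abundant, Slc6a13, had 6.62 ± 1.99 FPKM with vehicle and 6.05 ± 1.85 FPKM with vehicle + amnion epithelial cells (SD, n = 6 each). Regrouping the 24 mice at random gave as many lists with an adjusted p-value under 0.05, over all contrasts, in 40 of 100 draws, the real groups included, so the number of such lists may arise without any effect of the groups.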

How the results depend on the processing

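The fits with the set of libraries as a term and with the 18 libraries alone were chosen after seeing the data, as was the check of the replicate numbers with the difference between the library sets removed. In every setting run, the number of genes with an adjusted p-value under 0.05 in limma was 0 for each of the 4 contrasts, with 1 exception. The genes of all 4 lists of the paper kept the stated direction in every setting that gave a value for them. No fold change of a gene given with full statistics reversed. The direction of a marker list was the opposite in 20 of 320 tests with camera under 10 other settings. In 2 of these the adjusted p-value was under 0.05, both over the 18 libraries alone. There the immediate early list was higher with angiotensin II than with vehicle (adjusted p = 0.0234, with a range of 0.0234 to 0.378 over the alternatives, against 0.0732 in the other direction with all mice). Its interaction was then negative (adjusted p = 0.0132, with a range of 0.0132 to 0.972, against 0.308 for a positive one with all mice). Among only the genes with a mean FPKM of at least 1, the immediate early list was lower with angiotensin II than with vehicle (adjusted p = 0.04998). The cause was not tested.

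Testing only the 13649 genes with a mean FPKM of at least 1 left 93 genes with an unadjusted p-value under 0.05 for angiotensin II against vehicle, 119 for angiotensin II + amnion epithelial cells against angiotensin II, 105 for vehicle + amnion epithelial cells against vehicle and 118 for the interaction. Opposite changes were found in 17 genes, and the correlation across genes was -0.6378. Fewer genes were tested by construction. Without a filter, on 36125 genes, 273 genes had opposite changes. With a pseudocount of 1 the correlation was -0.6259, and the cause was not tested.

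With array weights the numbers were 1254, 1282, 1331 and 1282 genes in the order of contrasts above, with 281 opposite changes and a correlation of -0.46. The interaction then had 1 gene with an adjusted p-value under 0.05 in limma. This gene, Tnni3k, was named after its values were seen. Its log2 interaction was 1.30 (adjusted p = 0.0154), it had at most 15 reads in any mouse, and its mean was 0.122 FPKM with vehicle, 0.0571 with angiotensin II, 0.0300 with vehicle + amnion epithelial cells and 0.113 with angiotensin II + amnion epithelial cells. In the fit with equal weights the lowest adjusted p-value of the interaction was 0.0897, in the fit with the set as a term 0.22 and over the 18 libraries 0.2. With voom on the recovered reads, 8 of the 12 genes listed as lower with amnion epithelial cells had an unadjusted p-value under 0.05. The cause of these changes was not tested.

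The replicate number as a block gave 950 genes for angiotensin II against vehicle, 1036 for vehicle + amnion epithelial cells against vehicle and 1416 for the interaction, with 218 opposite changes. With the block the microglia list passed the adjusted threshold for the interaction (adjusted p = 0.00959, range over the alternatives 0.00959 to 0.383) and for vehicle + amnion epithelial cells against vehicle (adjusted p = 0.0222, range 0.0222 to 0.325). The numbers do not pair the mice. Of 36 pairs with the same number, 22 had deviations correlated above 0.1 (-0.0874 to 0.53), and 0 of 36 did after the difference between the library sets was removed (-0.222 to 0.0631).

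With the set of libraries as a term, 944 genes had an unadjusted p-value under 0.05 for angiotensin II against vehicle and 1063 for angiotensin II + amnion epithelial cells against angiotensin II. The 18 libraries alone, which are fewer mice by construction, gave 1053, 1259, 1140 and 1146 genes in the same order of contrasts, with 222 opposite changes and a correlation of -0.4423. In that fit 3 of the 10 and 4 of the 13 genes listed for angiotensin II, and 3 of the 12 listed as lower with amnion epithelial cells, had an unadjusted p-value under 0.05.

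Leaving out 1 mouse at a time gave 537 to 843 genes for angiotensin II against vehicle, 612 to 887 for angiotensin II + amnion epithelial cells against angiotensin II, 590 to 1188 for vehicle + amnion epithelial cells against vehicle and 617 to 1244 for the interaction. The highest values of the last 2 were those without vehicle + amnion epithelial cell replicate 6. Opposite changes ranged from 120 to 227, the latter without angiotensin II replicate 5, and the correlation from -0.6758 to -0.4486. Of the genes listed as lower with angiotensin II, 2 (without vehicle replicate 6) to 8 had an unadjusted p-value under 0.05, and of those listed as higher, 4 (without vehicle replicate 6) to 9. Of the genes listed as lower with amnion epithelial cells, 5 to 7 did, and of those listed as higher, 3 to 7. Marker lists with an adjusted p-value under 0.05 numbered 7 to 14 (the latter without vehicle replicate 1), against 9 with all mice.

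For the single genes given with full statistics, 313 values under the other settings stayed on the same side of the unadjusted threshold, 11 became weaker and 6 stronger. With single mice left out, 328 stayed, 20 became weaker and 12 stronger. Of the 313 values, 30 are for the setting that tested only genes with a mean FPKM of at least 1. Most of the genes, among them Ptcra, Cfb and Ulbp1, had lower means, so these 30 values do not show stability. Depth limits the genes with few reads, whose fold changes depend on the pseudocount.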

Differences from the paper's values

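The fits with the set of libraries as a term and with the 18 libraries alone were chosen after seeing the values, and the tracing of listed genes across settings was added then too.

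The paper's methods give an adjusted p-value under 0.05 as the threshold, and the legend of Fig. 5 gives a p-value under 0.05. For angiotensin II against vehicle, the paper reports 341 differentially expressed genes. Here 0 genes had an adjusted p-value under 0.05 in limma and 604 had an unadjusted p-value under 0.05. The paper reports 168 upregulated and 173 downregulated genes, against 330 and 274 here at the unadjusted threshold. For angiotensin II + amnion epithelial cells against angiotensin II, the paper reports 365 differentially expressed genes. Here 0 genes were past the adjusted threshold and 694 past the unadjusted threshold. The paper reports 183 upregulated and 182 downregulated genes, against 297 and 397 here.

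Of the alternatives set before the data were examined, those that came within 1.5 times of the paper's 173 downregulated genes left out angiotensin II replicate 1 (239 genes), 2 (234) or 4 (259). Those that came within 1.5 times of the paper's 183 upregulated genes used a pseudocount of 0.01 (274 genes) or left out angiotensin II replicate 1 (262), 2 (266), 4 (255) or 6 (269). None of the alternatives set before the data were examined closed the gap for the other values, nor did any that was chosen after seeing the values. The paper's tests were made with DESeq, and every fit here used limma. DESeq was not run on the recovered reads, so the choice of test stays open as a cause of the gap.

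The paper's text names 43 entries in its 4 lists as differentially expressed. All 43 had the stated direction here, and 27 had an unadjusted p-value under 0.05. Of the other 16, Ch25h, Lcn2 and Prokr1 reached it in no setting. Cd6 and Ltf reached it with only the compared groups in the fit. Socs1 did with the replicate block or without vehicle replicate 4, and Dchs2 with the replicate block or without vehicle replicate 1 or angiotensin II replicate 3 or 5. For the effect of amnion epithelial cells, Apoh reached it with a pseudocount of 0.01, with voom, with the set of libraries as a term (chosen after seeing the values), or without angiotensin II replicate 1 or angiotensin II + amnion epithelial cell replicate 2 or 3. Trbj2-1 did with array weights or without angiotensin II replicate 5, and Ptgdr2 with voom or only the compared groups. Ulbp1 did with voom or without angiotensin II replicate 2 or angiotensin II + amnion epithelial cell replicate 1 or 3. Cfb did without angiotensin II replicate 2, 5 or 6 or angiotensin II + amnion epithelial cell replicate 2 or 4, and Treml4 without angiotensin II replicate 6. Azgp1 did with the replicate block, voom, array weights or the 18 libraries alone (chosen after seeing the values), or without angiotensin II replicate 5 or angiotensin II + amnion epithelial cell replicate 3 or 6. Ppbp did with a pseudocount of 1 or without angiotensin II replicate 3 or angiotensin II + amnion epithelial cell replicate 2 or 3. Fcrl6 did with a pseudocount of 0.01, voom, array weights, only the compared groups, the set as a term or the 18 libraries alone (the last 2 chosen after seeing the values), or without angiotensin II + amnion epithelial cell replicate 5 or 6.

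Fig. 5 shows 38 further entries. All 38 had the direction shown, and 22 had an unadjusted p-value under 0.05. Of the other 16, Htr2b, Prph2, Slc5a8, Sit1 and Trim63 reached it in no setting. The 18 libraries alone, chosen after seeing the values, reached it for Fgf18, Foxd2 and Ptgfr. The replicate block reached it for Fgf18, Foxd2, Rps27a, Troap, Klrd1 and Bdkrb1. Array weights reached it for Fgf18, Foxd2, Ptgfr, Rab20, Cyp26c1 and Bdkrb1. Only the compared groups in the fit reached it for Fgf18, Foxd2 and Klrd1, a pseudocount of 1 for Ptgfr and Troap, and rescaled FPKM for Ptgfr. Without single vehicle mice it was reached for Fgf18 (replicate 2 or 3), Foxd2 and Ptgfr (6), Rab20 (5) and Troap (1). Without single mice infused with angiotensin II it was reached for Fgf18 (5), Ptgfr (1 or 2), Troap (6), Klrd1 (3), Cyp26c1 (1), Trav9-2 (6) and Bdkrb1 (1). Without single mice infused with angiotensin II + amnion epithelial cells it was reached for Cyp26c1 (1 or 6) and Bdkrb1 (2 or 6).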

Other observations

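The tests of the spread added by the library set, of the neutrophil transcripts and of the genes listed as lower with angiotensin II were chosen only after the result was seen.

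Other splits of the same mice gave as many genes as the real groups did, and the counts include the real split. For angiotensin II against vehicle, 84 of 100 splits of the 12 mice gave at least 604 genes with an unadjusted p-value under 0.05 (median 675, range 558 to 5680). For angiotensin II + amnion epithelial cells against angiotensin II, 67 of 100 splits gave at least 694 genes (median 721.5, range 614 to 5362). The comparison of vehicle + amnion epithelial cells with vehicle, which had 658 genes at this threshold and 0 at the adjusted one, was matched by 78 of 100 splits, and the interaction, with 692 and 0 genes, by 64 of 100. For the 0 genes past the adjusted threshold, the count was necessarily reached by 100 of 100 splits in each contrast. Splits with all high-FPKM libraries of the 12 mice on one side numbered 19 for angiotensin II against vehicle, 15 for angiotensin II + amnion epithelial cells against angiotensin II and 18 for vehicle + amnion epithelial cells against vehicle, and each of these gave as many genes as the real groups. With the set as a term in the fit, the real groups gave 944, 1063 and 966 genes. At this unadjusted threshold, the numbers of genes are therefore consistent with no effect of the groups, while effects on single genes stay open.

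Fewer than 5% of the tested genes had an unadjusted p-value under 0.05 in each of the 4 contrasts (2.21% to 2.54%). A difference between library sets that is not in the fit may add to the spread, since simulated reads with such a difference had 2.671% of unchanged genes under 0.05, and 5.042% once the set was a term. In the data the share rose to 3.41% to 3.9% with the set as a term and to 3.86% to 4.61% over the 18 libraries alone. The share varies widely between splits of the same mice, so whether the set is the whole explanation stays open.

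The opposite changes of genes in the comparisons of Fig. 5 may come from the mice infused with angiotensin II alone, which both comparisons share. A correlation across genes as low as the observed -0.544 arose in 38 of 100 draws of permuted deviations, and as many genes with opposite changes in 63 of 100. These draws kept the difference between library sets and did not balance the sets over the groups, so both counts are weak evidence. When the 6 mice were divided into separate sets of 3, one for each comparison, the correlation was below 0 in 7 of 20 splits (median 0.0106, range -0.0379 to 0.0706). A reversal by amnion epithelial cells across many genes, beyond the shared mice, had been predicted to give values below 0 in all 20 splits. With the difference between library sets removed, 16 of 20 were below 0 (median -0.0157, range -0.0344 to 0.00901). A reversal of a few genes stays open.

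Of the 32 tests of marker lists, 9 had an adjusted p-value under 0.05 with camera and none with fry, whose lowest adjusted p-value was 0.784. With camera, the neutrophil list was higher with angiotensin II than with vehicle (median log2 fold change 0.61, adjusted p = 0.000181) and higher again with angiotensin II + amnion epithelial cells than with angiotensin II (0.58, adjusted p = 1.7e-05). The pituitary list was higher with angiotensin II (0.89, adjusted p = 0.0448) and lower with angiotensin II + amnion epithelial cells (-0.995, adjusted p = 0.00488), both of which involve angiotensin II replicate 4. In the latter comparison the erythroid (0.69, adjusted p = 1.2e-05) and immediate early lists (0.24, adjusted p = 0.00369) were higher. The meninges list was lower with vehicle + amnion epithelial cells than with vehicle (-0.15, adjusted p = 0.000423). No contrast had an adjusted p-value under 0.05 for the microglia, choroid plexus and T cell lists, with lowest values of 0.0732, 0.137 and 0.0909. Of the 9 results, only the 2 of the neutrophil list held under all 10 other settings. The pituitary list lost the threshold with angiotensin II against vehicle under 7 settings (adjusted p-values of 0.0823 to 0.137). Over all 10 other settings its range was 0.00688 to 0.137. The immediate early list lost it with array weights (adjusted p = 0.254), the set as a term (0.0758) and the 18 libraries alone (0.426), over a range of 0.00128 to 0.426. Of the 320 tests under these settings, 9 passed the threshold for a list and contrast that did not pass it in the main fit. The lowest adjusted p-values among these were of the immediate early list, which was higher with vehicle + amnion epithelial cells than with vehicle over the 18 libraries alone, a setting chosen after seeing the data (adjusted p = 3.457e-06), and with array weights (adjusted p = 0.000291), against 0.218 in the main fit and 0.0635 with the set as a term (range 3.457e-06 to 0.332). The microglia list passed it for the interaction with voom (adjusted p = 0.0495, range 0.00959 to 0.383). The neutrophil list passed it for the interaction with a pseudocount of 1 (adjusted p = 0.0166, range 0.0166 to 0.598).

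The neutrophil list mean was -0.977 ± 0.253 with vehicle, -0.408 ± 0.506 with angiotensin II and 0.162 ± 0.828 with angiotensin II + amnion epithelial cells (SD, n = 6 each). The first step had an exact permutation p = 0.0281 (adjusted p = 0.112 over 4 tests), and the second an exact permutation p = 0.197 (adjusted p = 0.263), so 6 mice per group do not decide on an effect of amnion epithelial cells. The most abundant gene of the list, S100a9, was at 11.4 ± 7.21 FPKM in mice infused with angiotensin II + amnion epithelial cells (SD, n = 6) and at 5.06 ± 1.77 FPKM with vehicle + amnion epithelial cells (SD, n = 6). Of its 10 genes, 6 are named by the paper from these mice, 2 had a mean of at least 1 FPKM in vehicle mice and 0 are in another list. Blood left in the brain is a candidate source. In the 18 libraries of the larger set, the neutrophil list rose with the mean of the haemoglobin genes (Pearson's r = 0.705, permutation p = 8.4e-04; Spearman's rho = 0.692, permutation p = 0.00192), and without the 2 libraries farthest from the median r was 0.512 (permutation p = 0.0424). With the group means removed, r was 0.666 (permutation within groups, p = 0.0249) and rho 0.787 (permutation p = 0.00376). Over the other 6 libraries r was 0.353 (exact permutation p = 0.471) and rho 0.371 (exact permutation p = 0.497). Whether blood accounts for the step from vehicle to angiotensin II stays open. The erythroid list mean was 0.412 ± 0.603 with vehicle and 0.455 ± 0.622 with angiotensin II (SD, n = 6 each; exact permutation p = 0.887), in a test that leaves out the set of libraries. Over the 18 libraries alone, camera did not decide on a change of the list in this step (adjusted p = 0.244, range 0.244 to 0.982). Neutrophils in the tissue stay open, as untested.

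The genes listed as lower with angiotensin II may depend in part on the set of libraries. Of the 10 genes, 8 had an unadjusted p-value under 0.05 in all mice and 3 within the 18 libraries, but single left-out mice gave 2 to 8, so a loss from fewer mice and an effect of the set cannot be told apart. With the library set as a term of the fit, 8 had an unadjusted p-value under 0.05, which argues against the set as the whole cause.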
